# Molecular Characterisation of Canine Osteosarcoma in High Risk Breeds

**DOI:** 10.3390/cancers12092405

**Published:** 2020-08-25

**Authors:** Siobhan Simpson, Mark Dunning, Simone de Brot, Aziza Alibhai, Clara Bailey, Corinne L. Woodcock, Madeline Mestas, Shareen Akhtar, Jennie N. Jeyapalan, Jennifer Lothion-Roy, Richard D. Emes, Cinzia Allegrucci, Albert A. Rizvanov, Nigel P. Mongan, Catrin S. Rutland

**Keywords:** androgen, androgen receptor, bone, cancer risk, canine, KEGG, Wiki

## Abstract

Dogs develop osteosarcoma (OSA) and the disease process closely resembles that of human OSA. OSA has a poor prognosis in both species and disease-free intervals and cure rates have not improved in recent years. Gene expression in canine OSAs was compared with non-tumor tissue utilising RNA sequencing, validated by qRT-PCR and immunohistochemistry (*n* = 16). Polymorphic polyglutamine (polyQ) tracts in the androgen receptor (*AR/NR3C4*) and nuclear receptor coactivator 3 (*NCOA3*) genes were investigated in control and OSA patients using polymerase chain reaction (PCR), Sanger sequencing and fragment analysis (*n* = 1019 Rottweilers, 379 Irish Wolfhounds). Our analysis identified 1281 significantly differentially expressed genes (>2 fold change, *p* < 0.05), specifically 839 lower and 442 elevated gene expression in osteosarcoma (*n* = 3) samples relative to non-malignant (*n* = 4) bone. Enriched pathways and gene ontologies were identified, which provide insight into the molecular pathways implicated in canine OSA. Expression of a subset of these genes (*SLC2A1*, *DKK3*, *MMP3*, *POSTN*, *RBP4*, *ASPN*) was validated by qRTPCR and immunohistochemistry (MMP3, DKK3, SLC2A1) respectively. While little variation was found in the *NCOA3* polyQ tract, greater variation was present in both polyQ tracts in the *AR*, but no significant associations in length were made with OSA. The data provides novel insights into the molecular mechanisms of OSA in high risk breeds. This knowledge may inform development of new prevention strategies and treatments for OSA in dogs and supports utilising spontaneous OSA in dogs to improve understanding of the disease in people.

## 1. Introduction

Osteosarcoma (OSA) is a rare cancer that typically affects adolescents and the elderly [1], and survival rates for OSA have seen little improvement in more than 20 years [2,3]. One challenge to the development of improved treatments for OSA in people is the limitation of relevant models. Animal models of OSA rely on chemical induction, xeno/allografts, and genetically engineered animals that do not fully reflect aspects of spontaneously occurring disease [4,5,6,7]. Canine OSA occurs spontaneously and is believed to share similarities with human OSA [4]. Published incidence rates are 27.2 dogs and 0.89 people per 100,000 population [8,9]. Aside from potentially improving the understanding of OSA in people, canine OSA is a significant veterinary clinical challenge in its own right. One-year survival rates following diagnosis and treatment are typically lower than 45% [10,11,12].

Risk factors for people developing OSA include sex, race, puberty, and growth [3,13,14]. Canine OSA typically affects large and giant breeds, with Irish Wolfhounds (IWH), Rottweilers, Scottish Deerhounds, St Bernards, and Great Danes particularly affected [9], reflecting the human population where individuals with OSA are more likely to be taller than average [9,14,15]. In the canine population, as with human populations, there also appears to be a skewed sex ratio with males more likely to develop OSA than females [1,9]. Neutering status, although less relevant in the human context, also appears to contribute to OSA risk, where neutered dogs are more likely to develop OSA than those that remain entire [16]. This, combined with the association with puberty, suggests a complex role for sex hormone signalling in OSA risk.

The androgen receptor (AR/NR3C4) is a member of the ligand-dependent superfamily of transcription factors [17,18,19,20]. In the presence of an agonist, the AR recruits many epigenetic coregulators to mediate transcriptional regulation [21]. Notable examples of coregulators include the p160 coactivators, NCOA1, NCOA2 and NCOA3 [21]. The *AR* gene is X-linked, with both males and females possessing functional *AR*, however, differing levels of circulating androgens between the sexes result in different receptor activation [22]. Mutations in the *AR* gene can alter the sensitivity of the receptor to androgens [23,24]. Some *AR* mutations cause complete androgen insensitivity where genetically 46XY males appear to be phenotypically female [18,23,25,26]. In addition to loss of function *AR* mutations, there is a polymorphic polyglutamine (polyQ) tract within the *AR* gene that shows variation in the polyQ repeat number [27,28]. The variation in *AR* gene polyQ repeats has been associated with prostate cancer, breast cancer, ovarian hyperandrogenism, and Kennedy’s disease [29,30,31,32,33]. Individuals with shorter polyQ tracts are more sensitive to androgens, while individuals with longer polyQ tracts are less sensitive [27,28]. Androgen activation of the *AR* requires the presence of coactivators [34,35,36,37]. One such coactivator, *NCOA3*, also harbours a polyQ repeat [38,39]. Expression of NCOA3 has been associated with increased AR activation in prostate cancer and urothelial carcinoma of the bladder in humans [35,37]. In addition, increased expression of NCOA3, with implications for *AR* activation, and variation in the length of the polyQ repeat in the *NCOA3* gene have been associated with bone cancer, epithelial ovarian cancer, colorectal cancer, and breast cancer in humans [40,41,42,43]. The polyQ tract within the *AR* and *NCOA3* genes has not been investigated in relation to canine OSA.

Although OSA itself does not generally appear to be heritable, the risk factors themselves have heritable components [44]. To date there have been no external modifiable risk factors identified in the development of OSA outside of individuals with inherited cancer syndromes, where radiation has been identified as a factor in tumor development [45,46]. In people, some rare heritable syndromes have been found to increase the risk of developing OSA [47,48,49]. The lack of identified modifiable risk factors limits the development of effective OSA prevention strategies, thus to date the emphasis has been placed on the development of early diagnostic and improved treatment approaches to advance OSA outcomes in people. Over 900 genes are associated with human OSA [50], but only two somatic genetic mutations have been specifically associated with OSA [13]. This lack of identified genetic associations is not surprising considering the lack of heritability observed in human OSA. Genomic and chromosomal instability is a reported factor in many types of cancer progression [51,52], and OSA has been shown to display chromosomal instability associated with mutations in the *TP53* gene [53]. A consequence of this chromosomal instability is aneuploidy, which can lead to the overexpression of some genes within malignant cells, disrupting normal cell processes [54]. Although mutations in *TP53* appear to be associated with chromosomal instability, the gene itself does not seem to be subsequently over expressed following aneuploidy [53,54].

In contrast to human OSA, canine OSA may be heritable, with an apparent predisposition in some breeds [9,55]. Interestingly, of the 15 breeds with the highest reported incidence of OSA, 12 are within a unique clade on the canine phylogenetic tree [9,56]. This relationship between affected breeds could indicate a potential common genetic origin of canine OSA; however, the clade is large and also contains many breeds that do not commonly develop OSA [56]. There have been 34 genetic loci associated with canine OSA across four breeds [57,58]. None of the loci are consistently associated across breeds, further suggesting that there may be a difference between breeds in the genetic predisposition to developing canine OSA [57,58]. Currently none of the genetic variants identified as associated with canine OSA have had their mechanism of action verified. Differentially expressed genes between canine OSA and non-tumor tissue have been identified that have implications for growth and metastasis, are potential drug targets [59,60,61,62], and are associated with survival time [63,64,65,66]. Additional work is required to confirm the effect of the genetic loci identified as associated with canine OSA, and to account for the variation observed in the development of disease between breeds [57,58]. The Irish Wolfhound (IWH) breed has the highest prevalence of OSA [9] with one of the lower median ages of onset at 6.6 years [9], with four loci associated with OSA development [58]. The IWH is closely related to the Scottish Deerhound as the latter breed was used to re-establish the breed in the early 1860s through to the 1930s [67]. Scottish Deerhounds are a minority breed and therefore do not commonly appear on incidence breed lists, but OSA is a common problem within this breed with an incidence rate of more than 15%, double that of the general canine population [16,55]. Heritability has been estimated at 0.69; both dominant and recessive models have been suggested [55,68]. One study has shown linkage between OSA and chromosome 34q16.2–17.1; a region syntenic to human chromosome 3q26, which is also associated with OSA incidence [57]. Rottweilers have the fifth highest incidence ranking for OSA with a median age of onset of 7.9 years [9] and 15 OSA associated loci [58].

Improving OSA survival rates will only be possible with additional understanding of the disease and the development of novel treatments and drugs targeting OSA-specific pathways [69,70,71]. The present study used next generation RNA sequencing to identify novel differentially expressed genes in OSA tumor tissue as compared to matched non-tumor tissue and assessed *NCOA3* and *AR* polyQ tract variations in affected and non-affected IWH and Rottweiler dogs.

## 2. Results

### 2.1. RNAseq Gene Expression

The Illumina iGenomes CanFam3.1 Ensembl (Illumina, San Diego, CA, USA) annotated genome comprising 24,580 genes was included in the RNAseq analysis. Of these genes, 1281 were identified with a fold change of ≥2 between tumor and non-tumor tissue and a *p* < 0.05 (*n* = 4 non-tumor and *n* = 3 tumor samples). 

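RNA from 4 non-tumor bone samples (N1, N3, N8 and N9) and 3 OSA tumor samples (T1, T3 and T10) was sequenced on an Illumina HiSeq platform. The authors trimmed the reads with Trim Galore, aligned them to CanFam3.1 with Tophat2 and computed a value per gene and sample with Cufflinks/Cuffdiff in FPKM (fragments scaled to the length of the transcript and to the number of mapped fragments). Their table lists 24580 genes, of which 5821 were at 0 FPKM in all 7 samples. Between 11995 genes (T10) and 12624 genes (N3) reached 1 FPKM in a sample. The FPKM of a sample summed to 539648 in N1, 688747 in N3, 1752340.3 in N8 and 1310196 in N9, and to 1119452 in T1, 902351 in T3 and 582283 in T10. A single feature, ENSCAFG00000030140, held 47.3% of the T1 total, 12.5% of N8 and 11.3% of N1, and at most 1.02% of the other samples. The paper's methods give one approximate read number for all samples, and the table holds no counts. The lowest FPKM values rise in whole-fragment steps, from which the number of fragments behind a given FPKM was read relative to N1. It was 0.545 in N8, 0.656 in N9, 0.937 in T1, 1.24 in T3, 1.34 in N3 and 1.44 in T10, a ratio that combines depth with the authors' normalization. A value of exactly 0 can be a failed estimate: *COL1A1* was listed at 0 in T1, where its partner chain *COL1A2* was at 9139 FPKM. Of the 79 gene IDs of ribosomal proteins, 9 were listed at 0 in all 7 samples. Several IDs can share a symbol, as for *RPL31*, with 1 ID at 0 throughout and another at 1904 FPKM in T3. Failed estimates were therefore not told apart from copies without expression in these 9. For the comparison, values were taken as log2(FPKM + 1), and the 13507 genes with a mean of at least 1 FPKM over the 7 samples were tested with limma's moderated test with a mean-variance trend. This filter left out 11073 genes. A gene counted as differentially expressed at an absolute log2 fold change of at least 1 with an unadjusted p under 0.05, the limits of the paper's methods, and Benjamini-Hochberg adjusted p-values were computed beside them. For genes at a claim, a two-sided exact permutation test of the mean log2 value over the 35 splits of the samples into 4 and 3 was added; the smallest p this design allows is 0.0571, so it cannot reach 0.05. The groups were compared without pairing, because the paper calls the non-tumor tissue matched but its text does not state that a number shared by a tumor and a non-tumor sample marks 1 dog. Coordinates are those of the authors' CanFam3.1 table, counted from 1.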

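By limma, 926 genes passed a fold change of 2 with an unadjusted p under 0.05. An unadjusted p under 0.05 alone was reached by 927 genes, where chance would give 675. An adjusted p under 0.05 was reached by 0 genes, and the smallest adjusted p was 0.693. The number of differentially expressed genes was 1997 without N1, 319 without N8, 603 without T3 and 424 without T10. Of the alternatives that kept all 7 samples, sample weights estimated by limma's arrayWeights moved it most, to 1857 genes. The authors' own comparison table gives 1281 genes with a finite fold change under the paper's limits. Another 26 genes with p under 0.05 have an infinite fold change and are not counted. In that table 119 genes have a q-value under 0.05, of which 18 are lower with an infinite fold change. Of the authors' differentially expressed genes, 1232 were among the genes tested by limma and 49 fell under the filter. In 480 genes both comparisons passed in the same direction, where independent calls would give 42.8 genes (a value that ignores that both comparisons rest on the same 7 samples), and 0 passed in opposite directions. Another 752 tested genes passed only in the authors' table and 446 only by limma. The shared number was 796 without N1, 189 without N8, 262 without T3 and 227 without T10. Across genes, which are not independent replicates, the log2 fold changes of both comparisons had a Spearman correlation of 0.957. In 449 (48.5%) of the genes that passed by limma, every tumor sample lay on one side of every non-tumor sample. Among all tested genes this share was 5.85%, and chance gives 5.71%. Of the genes the authors' table counts, 304 (23.7%) had groups that did not overlap.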

Higher expression of 442 genes and lower expression of 839 genes was observed in tumor tissue compared to the non-tumor tissue (Figure 1A,B, Table 1 and Table 2, and Table S1). 

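By limma, 443 of the differentially expressed genes (47.8%) were higher and 483 (52.2%) lower in OSA tumor. The balance moved with the scaling between samples: with the FPKM of each sample rescaled to the same sum, 64.5% were lower, and with quantile normalization 42.8%. The median log2 fold change of all tested genes was -0.02 as deposited and 0.12 after this rescaling. The number of higher genes was 852 without N1, 187 without N8 and 279 without N9, and the number of lower genes was 1145 without N1, 132 without N8, 189 without T3 and 126 without T10. Among the authors' lower genes, N1 was the lowest non-tumor sample in 598. In 772 it lay nearer the tumor mean than the mean of the other non-tumor samples, as log2(FPKM + 1). Among the authors' higher genes, 82 had 80% or more of their summed tumor FPKM in 1 sample, 54 of them in T3. The genes with the smallest p among those whose groups did not overlap, 5 in each direction, passed in all 7 fits that each left out 1 sample. Of the 5 higher genes, the metalloproteinase gene *MMP-12* (ENSCAFG00000023615, chromosome 5 from 28918694 to 28933474) was at 19.8 ± 3.23 FPKM (SD, n = 3) in OSA tumor and 1.44 ± 1.81 FPKM (SD, n = 4) in non-tumor samples, where N1, at 4.15 FPKM, stood apart from the others. Its log2 fold change was 3.32 (standard error 0.57, unadjusted p = 0.000214 from limma). *NDUFA4L2* (ENSCAFG00000000200), whose interval on chromosome 10 from 1357229 to 1463472 covers 4 listed genes, was at 167 ± 66.0 FPKM (SD, n = 3) against 15.9 ± 8.00 FPKM (SD, n = 4), a log2 fold change of 3.37. *MAP1B* (ENSCAFG00000007950, chromosome 2 from 55174106 to 55258400) was at 16.4 ± 2.80 FPKM (SD, n = 3) against 2.69 ± 1.19 FPKM (SD, n = 4), a log2 fold change of 2.29. *HAPLN1* (ENSCAFG00000029131, chromosome 3 from 23999219 to 24078497) had a log2 fold change of 4.35 (standard error 0.96), and *DKK3* was the fifth. Of the 5 lower genes, *ACTA1* (ENSCAFG00000008253, chromosome 4 from 9812782 to 9815574) ranged from 20.0 to 13913 FPKM in non-tumor samples and from 0.497 to 2.41 FPKM in OSA tumor, a log2 fold change of -8.88 (standard error 2.01, unadjusted p = 0.00153 from limma). *TNNT1* (ENSCAFG00000002620, chromosome 1 from 102481020 to 102491220) had a log2 fold change of -7.62. *MYL3* (ENSCAFG00000013618, chromosome 20 from 41941315 to 41947260) ranged from 5.51 to 2375 FPKM in non-tumor samples and was at 0.542 in T1, 0.134 in T10 and listed at 0 in T3. *NNAT* (ENSCAFG00000008786, chromosome 24 from 26118991 to 26120649) was at 7.00 ± 2.90 FPKM (SD, n = 4) in non-tumor samples and 0.539 ± 0.346 FPKM (SD, n = 3) in OSA tumor, and *FAM78A* (ENSCAFG00000029121, chromosome 9 from 52805927 to 52820952) at 28.7 ± 10.0 FPKM (SD, n = 4) against 4.61 ± 5.19 FPKM (SD, n = 3).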

The biological relevance of these significantly differentially expressed genes was analysed using over-representation of enriched pathways, gene ontologies and predicted transcription factor networks using the WebGestalt platform (http://www.webgestalt.org/, Zhang Lab, Baylor College of Medicine, Houston, TX, USA; Tables S2 and S3). Differentially expressed genes were significantly associated with pathways associated with heme biosynthesis, calcium homeostasis and signalling (Table 2 and Table 3). 

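All 9 genes of the heme biosynthesis ontology that the paper's discussion names were tested, and their median log2 fold change was -1.64. As a set they gave p of 1.37e-06 by camera with its preset correlation of 0.01 between genes and p of 0.0444 by fry. Camera with the correlation estimated from the samples, chosen after seeing the data, gave p of 0.0689. With the number of the sample as a random block over all 7 samples, fry gave p of 0.0538. The set therefore stayed under 0.05 by fry without the block, and not with the block or by the estimated correlation. The paper named these 9 genes as lower in these same samples, and the authors' comparison called all 9. None of these p-values is therefore independent evidence. The mean log2(FPKM + 1) of the 9 genes was 5.36 ± 1.16 (SD, n = 4) in non-tumor samples and 3.63 ± 0.225 (SD, n = 3) in OSA tumor. It was 3.77 in N1, 5.75 in N3, 6.51 in N8 and 5.41 in N9, against 3.82 in T1, 3.68 in T3 and 3.38 in T10, so N1 lay within the range of the tumor samples (two-sided exact permutation test, p = 0.114). With 1 sample left out, the median ran from -2.05 without N1 to -1.27 without N8. For calcium signalling, genes were taken as families by the start of their symbol, and each family's median kept its sign under all 4 scalings. The median log2 fold change was -1.25 over 6 ATP2 genes, -1.22 over 4 CACNA genes, -2.48 over 2 CACNG genes and -1.85 over 2 RYR genes. The RYR genes went opposite ways, with *RYR1* at -4.55 and *RYR3* at 0.84. *RYR1*, *CACNA1S*, *CACNG1*, *CACNG6* and *ATP2A1* were highest in N8 and N9, with *RYR1* at 254 and 362 FPKM there and at 3.01 in N3. The mean log2(FPKM + 1) of a list of skeletal muscle genes was highest in these samples too, at 10.7 and 9.57. *ATP2A3* went otherwise, being higher in N3 than in N9. Skeletal muscle in these pieces was not told apart from a change in calcium signalling. The median was -0.53 over 9 ITGB genes, -0.52 over 7 ADCY genes, 0.15 over 17 ITGA genes, 0.07 over 4 CACNB genes and 0.32 over 13 ATP1 genes, a prefix that also takes in ATP10, ATP11 and ATP13 genes. The ITGB prefix also takes in *ITGBL1*, *ITGB1BP1*, *ITGB1BP2* and *ITGB3BP*, which are not integrin beta chains, and its median is the value of *ITGBL1*. Of the integrin beta genes tested, *ITGB2* (-1.56), *ITGB6* (-1.38) and *ITGB7* (-1.34) were lower, and *ITGB1* (1.49) and *ITGB5* (0.98) higher. The pathway sets of the paper were not used here. The paper tested its differentially expressed genes for over-represented pathways with the WebGestalt platform, and from these it states an association with heme biosynthesis, calcium homeostasis and signalling. In its discussion the paper proposes that the lower expression of the heme genes follows from a loss of normal bone function, since bone marrow is a major source of heme synthesis.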

Significantly enriched gene ontologies and enriched predicted transcription factor networks were also identified (Tables S2 and S3).

### 2.2. qRT-PCR and Immunohistochemistry Validation

Validation of seven differentially expressed genes identified by RNAseq was performed by qRT-PCR analysis of eight non-malignant bone specimens and seven OSA specimens. Expression for *MMP3* (*t* = 4.884, *p* < 0.0001), *SLC2A1* (*t* = 3.703, *p* = 0.0006), *DDK3* (*t* = 3.981, *p* = 0.0003), *POSTN* (*t* = 2.061, *p* = 0.0455), *RBP4* (*t* = 3.048, *p* = 0.004) and *ASPN* (*t* = 2.733, *p* = 0.0091) was confirmed to be higher in the tumor tissues (Figure 2A–G). Differential expression of *S100A8* was not confirmed by qRT-PCR (*t* = 1.766 *p* = 0.0847; Figure 2H). Immunostaining confirmed positive expression of MMP3, SLC2A1 and DKK3 proteins in OSA tissue (Figure 3).

### 2.3. Cohort Epidemiology

From the buccal swab cohort, 12 IWHs (8 females and 4 males) and 31 Rottweilers (19 females and 12 males) were reported with OSA (diagnosed by veterinary surgeons and reported by owners), representing 0.53% of all IWHs (from *n* = 379) and 3.04% of Rottweilers (from *n* = 1019) within the entire Nottingham cohort inclusive of dogs of all ages. Significant differences were identified in the age at OSA diagnosis between males and females in both breeds. Mean age at OSA diagnosis for male IWHs was 5.34 years, whereas in females this was 7.65 years (*t* = 3.04, *p* = 0.0069). A similar difference in the age at diagnosis was observed in Rottweilers, with a mean age at diagnosis for males of 7.00 years while that for females was 8.50 years (*t* = 2.34, *p* = 0.027, summarised in Table 4). There were no differences between the sexes in the proportion of individuals affected by OSA in IWHs—χ^2^test result = 0.065 (*p* = 0.80), or Rottweilers—χ^2^test result = 0.17 (*p* = 0.68).

Of IWH males, 80% that developed OSA had done so before the age of 6.5 years, while 80% of IWH females that developed OSA had done so by 9 years. Rottweilers tend to live longer than IWHs, therefore a 90% threshold was used to determine the age restrictions in this breed. Of male Rottweilers, 90% of those that developed OSA were diagnosed before the age of 9 years, whereas 90% of OSA-affected females were diagnosed before the age of 10 years. Using these age restrictions, there were 23 male IWHs unaffected by OSA over 6.5 years and 6 female IWHs unaffected by OSA over 9 years from the cohort of 379. There were 51 male Rottweilers unaffected by OSA over the age of 9 years and 53 female Rottweilers unaffected by OSA over 10 years old from the cohort of 1019. These individuals were used as control samples for polyQ tract analysis (summarized in Table 5).

### 2.4. Androgen polyQ Analysis

Across all individuals genotyped at both *AR1* and *AR2*, the total length of the *AR* polyQ tract ranged from 33 to 35 repeats. The length of the *AR1* polyQ tract ranged from 10 to 12 repeats and the length of the *AR2* polyQ tract ranged from 23 to 25 repeats (Figure 4). *NCOA3* had a range of 15 to 16 repeats within the polyQ tract across all genotyped individuals (Figure 4). There were no significant differences in mean *AR* polyQ repeat length between IWHs (*t* = 2.04, *p* = 0.053) or Rottweilers (*t* = 1.00, *p* = 0.33) with and without a diagnosis of OSA. When individuals were split by sex there remained no significant differences between groups (IWH OSA: ANOVA—F = 1.28, *p* = 0.30; Rottweiler OSA: ANOVA—F = 1.88, *p* = 0.14, Table 5). Similar results were obtained when *AR1* and *AR2* were considered separately. There were also no significant differences in *AR1* or *AR2* length between individuals with and without OSA in IWHs (*AR1 t* = 1.02, *p* = 0.33; *AR2 t* = 1.83, *p* = 0.08) and Rottweilers (*AR1 t* = 1.00, *p* = 0.33; *AR2 t* = 1.00, *p* = 0.32). The length of *AR1* or *AR2* did not differ significantly when sex was compared in IWHs (*AR1* F = 0.80, *p* = 0.50; *AR2* F = 1.04, *p* = 0.39; Table 5) or Rottweilers (*AR1* F = 1.88, *p* = 0.14; *AR2* F = 0.55, *p* = 0.65; Table 5).

There were no significant differences in mean *NCOA3* polyQ repeat length between IWHs with a diagnosis of OSA and IWHs included in the unaffected by OSA group, as all individuals had 15 repeats in their polyQ tract. There were two IWH individuals in the study that had 16 repeats; these individuals were unaffected by OSA but had not yet reached the age restrictions to be included in the unaffected group analysis. Similarly, there was little variation in the *NCOA3* polyQ repeat length in Rottweilers with two individuals in the unaffected by OSA group having a mean repeat length of 15.5. The resulting *t*-test was not significant (*t* = 1.42, *p* = 0.16).

Analysis of the frequencies of the entire populations demonstrated significant differences in *AR1* and *AR2* polyQ repeat frequencies between the two breeds (*AR1* χ^2^test result = 1707, *p* = < 0.00001; *AR2* χ^2^test result = 1687; *p* = <0.00001). IWHs had fewer repeats at *AR1*, but more repeats at *AR2*, compared to Rottweilers (4). The mean repeat length overall of *AR* was significantly increased in IWHs at 34.25 (range 33–35.5) repeats in comparison to Rottweilers at 34.02 (range 33–35; *t*-test, *t* = 10.62, *p* = <0.0001). There was no significant difference between breeds in the *NCOA3* polyQ repeat frequencies, χ^2^test result = 1.79, (*p* = 0.18).

## 3. Discussion

Differential gene expression in cancers has been associated with disease progression and prognosis [70,72,73,74]. This study identified 583 genes as differentially expressed between canine OSA (*n* = 3) and non-tumor (*n* = 5) bone tissue by RNAseq analysis (Figure 1). Many of these genes had previously been identified as differentially expressed in other cancers and could be potential drug targets in the treatment of OSA. qRT-PCR was used to validate RNAseq results for *MMP3 SLC2A1*, *DKK3*, *POSTN*, *RBP4,* and *ASPN* (Figure 2). Separately we used immunohistochemistry to confirm protein expression and localisation of MMP3, SLC2A1 and DKK3 in bone and OSA specimens (Figure 3).

The *MMP3* gene encodes a member of the matrix metalloproteinase proteins, which degrades a range of extracellular matrix components and is therefore an important mediator of metastatic invasion [75,76]. High MMP3 protein expression has been shown in breast, lung, and pancreatic cancer, and has been associated with poor prognosis [77]. In addition, *MMP3* expression in the murine model of mammary carcinoma has been demonstrated to be important for primary tumor and metastasis growth [78]. Formation of metastases in OSA is a critical stage in disease progression associated with poor prognosis [79,80]. A selective inhibitor of MMP3 is available (UK370106) but is yet to be tested for inhibition of primary tumor or metastatic tumor growth [81]. A generic MMP inhibitor is available (Marimastat, Sigma-Aldrich, St. Louis, MO, USA) [82], but it was not effective in clinical trials [82,83,84,85]. In pancreatic small-cell lung cancers trials, it was not established whether the tumours expressed high levels of *MMP*s, which could have had implications in establishing drug efficiency [82,85]. Marimastat has not been tested in OSA. In the present study, it was shown that expression of *MMP3* is elevated in canine osteosarcoma in comparison to non-malignant bone tissue. 

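In the RNAseq, *MMP3* (ENSCAFG00000015063, chromosome 5 from 28949631 to 28957915) was at 43.5 ± 52.9 FPKM (SD, n = 3) in OSA tumor and 1.85 ± 1.88 FPKM (SD, n = 4) in non-tumor samples. T1, at 104 FPKM, held 79.9% of the tumor sum, while T3 was at 7.38 and T10 at 18.8. The non-tumor values were 3.66 FPKM in N1, 0.0344 in N3, 3.29 in N8 and 0.426 in N9, so every tumor sample was above every non-tumor sample (two-sided exact permutation test, p = 0.0571, the smallest the 35 splits allow). The log2 fold change was 3.48 (standard error 0.91, unadjusted p = 0.00373 from limma). It stayed between 2.47 without T1 and 4.29 without T3, and the gene passed the threshold in each of these 7 fits.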

Selective metalloprotease inhibitors such as UK370106 and/or marimastat and related candidate drugs may improve the prognosis of canine OSA in those cases with elevated MMP3 expression. Previously published studies found that *MMP3* was more highly expressed in OSA tumors than in normal bone [86,87], which corroborated the results found in this study.

Glucose is an essential component in cellular metabolism, with transport into cells reliant on membrane glycoproteins [88]. *SLC2A1* is a gene encoding one such cell membrane glycoprotein, which has been shown to be involved in glucose transport in a range of tumors including oral squamous cell carcinoma, non-small cell lung carcinoma, and non-gastrointestinal stromal tumor soft tissue sarcomas [89,90,91]. In patients with OSA, higher expression of *SLC2A1* within tumors has been associated with a shorter disease-free interval, and poorer prognosis than in patients with lower expression of *SLC2A1* [92]. 

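*SLC2A1* (ENSCAFG00000002500) lies on chromosome 15, in an interval from 463917 to 494693 that covers 2 listed genes. Its FPKM were 61.8 in T1, 185 in T3 and 40.4 in T10, against 25.8 in N1, 9.82 in N3, 4.27 in N8 and 12.1 in N9. The means were 95.8 ± 78.1 FPKM (SD, n = 3) in OSA tumor and 13.0 ± 9.17 FPKM (SD, n = 4) in non-tumor samples, and T3 made up 64.4% of the tumor sum. Limma gave a log2 fold change of 2.72 (standard error 0.70, unadjusted p = 0.00331), larger than the spread within either group. All tumor values exceeded all non-tumor values (two-sided exact permutation test, p = 0.0571). Leaving out 1 sample gave log2 fold changes from 2.10 to 3.18, and the call held each time.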

In the current study, *SLC2A1* expression was significantly higher in OSA tissue compared to non-tumor tissue. Survival time was not available for patients involved in the current study, but canine OSA survival time is typically short, up to 14.4 months on average [93]. Based on the current study results combined with those previously published [92], this could be due to the high expression of *SLC2A1* [10,11,12]. There are several drugs available that have inhibitory effects on cellular glucose transport and *SLC2A1*, but few have been tested as a treatment for OSA [94,95,96,97].

A range of cancers have been shown to have aberrant Wnt activity [98,99,100,101]. Dickkopf proteins inhibit Wnt signalling and have been shown to be differentially expressed in colon cancer, prostate cancer, and breast cancer [102,103,104]. Reduced *DKK3* expression has been associated with endometrial cancer, cervical cancer and breast cancer, and as such it has been implicated as a tumor suppressor [99,105,106,107]. Within OSA there are conflicting reports; in OSA cell lines and xenograft mice, *DKK3* expression was shown to be downregulated, with subsequent restoration of *DKK3* expression reducing tumor and metastatic growth [108]. In contrast, *DKK3* has been shown to be more highly expressed in OSA cells that overexpress *NKD2* [109]. 

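*DKK3* (ENSCAFG00000007845, chromosome 21 from 35033878 to 35074664) had 30.4 FPKM in T1, 49.6 in T3 and 181 in T10. In non-tumor samples it had 7.85 FPKM in N1, 4.53 in N3, 8.96 in N8 and 4.14 in N9. On average this was 87.0 ± 82.0 FPKM (SD, n = 3) in OSA tumor against 6.37 ± 2.40 FPKM (SD, n = 4) in non-tumor samples, with 69.4% of the tumor sum in T10. The log2 fold change by limma was 3.22 (standard error 0.64, unadjusted p = 0.000631). The groups did not overlap (two-sided exact permutation test, p = 0.0571). Across the 7 fits without 1 sample the log2 fold change ran from 2.49 to 3.76, past the threshold in all of them.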

The results from the current study showed that *DKK3* was more highly expressed in OSA tissue than in non-tumor tissue. This is in contrast to expression in most other cancer types, but in agreement with other findings [109]. Knockdown of *DKK3* in cells overexpressing *NKD2* increased their proliferative potential indicating that *DKK3* expression could be mediating *NKD2*-induced metastasis [109]. There are currently no drugs available that act on DKK3. MMP3 and DKK3 have been shown to have opposite effects on Wnt activation. MMP3 secretion has been shown to lead to increased Wnt activation [110,111], while increased *DKK3* expression results in reduced Wnt activation [99,105,106,107]. The results presented in the current study thus appear to contradict these earlier findings, with both *MMP3* and *DKK3* expressed more highly in tumor compared to non-tumor tissue. It is possible that DKK3 is ameliorating the effect of MMP3 secretion in the tumors in this study in a similar way to the effect identified by Zhao and colleagues [109]. Further work is required to establish the relationship between *MMP3* and *DKK3* in OSA.

To assess the functional relevance of the differentially expressed genes identified here, we performed a comparative search of the KEGG, Panther and Reactome pathway databases using the WebGestalt platform (www.webgestalt.org; Table 3). By integrating the results obtained from these complementary databases, the most detailed insight into the mechanistic relevance of the differentially expressed genes can be obtained. Interestingly, this approach identified aberrant expression of genes associated with heme biosynthesis. While the exact role of heme in cancer is controversial [112], aberrant heme metabolism may influence tumor energy metabolism, the tumor microenvironment, angiogenesis and metastases [112]. 

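By limma, *ALAD*, *ALAS1*, *FECH* and *UROS* passed a fold change of 2 with an unadjusted p under 0.05, and *COX10*, *CPOX*, *NFE2L1* and *UROD* did not; all of these had negative log2 fold changes, from -2.56 (*FECH*) to -1.08 (*COX10*). Of the 9 heme genes that the paper's discussion names, an adjusted p under 0.05 was reached by 0 over all genes tested and by 0 adjusted over the list alone, where the smallest was 0.0826; the study chose this list on these samples, so the second count is not independent evidence. *UROS* (ENSCAFG00000012866, chromosome 28 from 34950591 to 34983571) was at 21.6 ± 11.9 FPKM (SD, n = 4) in non-tumor samples and 5.76 ± 1.65 FPKM (SD, n = 3) in OSA tumor (log2 fold change -1.64, standard error 0.51, unadjusted p = 0.0105 from limma). Every tumor sample was below every non-tumor sample in *UROS* (two-sided exact permutation test, p = 0.0571). *FECH* (ENSCAFG00000000126, chromosome 1 from 18352205 to 18382881) was at 6.96 FPKM in N1 but at 226 in N3, 263 in N8 and 97.5 in N9, against 8.46 in T1, 13.1 in T3 and 19.9 in T10 (exact permutation p = 0.229). *ALAD* (ENSCAFG00000003246, chromosome 11 from 67741492 to 67746324) was at 3.56 FPKM in N1, 67.0 in N3, 92.0 in N8 and 14.2 in N9, against 8.05 in T1, 5.71 in T3 and 1.29 in T10 (log2 fold change -2.31, standard error 1.03, unadjusted p = 0.0497 from limma). *ALAS1* (ENSCAFG00000009881, chromosome 20 from 37550865 to 37566438) had a log2 fold change of -1.92. Of those that did not pass, *COX10* lies on chromosome 5 in an interval shared by 2 genes, and the log2 fold change was -1.62 for *NFE2L1*, -1.48 for *CPOX* and -1.31 for *UROD*, on chromosome 15 in an interval shared by 3 genes. N1 was the lowest non-tumor sample in 6 of the 9 genes. *UROS* passed in all 7 fits that each left out 1 sample, but not with the FPKM of each sample rescaled to the same sum (-1.47). *ALAD* and *FECH* did not pass without the filter or with quantile normalization (-2.14 and -2.38), and *ALAD* neither with median ratio scaling (-2.29) nor without limma's trend. With the number of the sample as a random block, *ALAD* did not pass either (-1.94). With it as a fixed block, over the samples numbered 1 and 3 alone, 0 of the 9 heme genes passed. With 1 sample left out, *ALAS1* fell below the threshold at -1.48 without N3, -1.73 without N8 and -1.37 without T10. Of these 7 fits, *ALAD* and *FECH* passed only in the one without N1, at -3.14 and -3.68; without any other single sample *ALAD* lay between -2.71 and -1.69 and *FECH* between -2.84 and -1.998. Without N1, *CPOX* (-2.20) and *UROD* (-1.83) passed as well, and without N3, *COX10* (-1.54) and *NFE2L1* (-2.21) did.

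**Figure D1:**
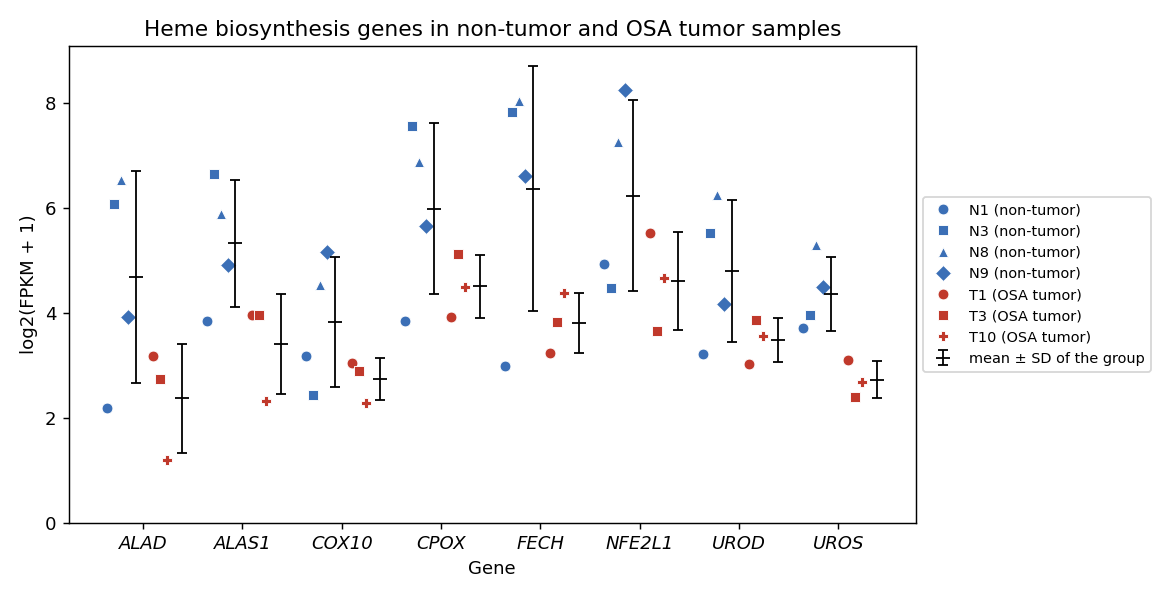
Expression of heme biosynthesis genes in each sample, as log2(FPKM + 1) on the y axis with the gene on the x axis. Blue markers are the 4 non-tumor samples, red markers the 3 OSA tumor samples, and black bars the mean ± SD of each group; of the genes shown, only *UROS* has no overlap between the groups.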

Expression of the nine genes (*ALAD*, *ALAS1*, *COX10*, *CPOX*, *FECH*, *HMBS*, *NFE2L1*, *UROD*, *UROS*) of the heme biosynthesis ontology were lower in OSA as compared with non-malignant bone. This could be attributed to the loss of normal bone function as bone marrow is a major source of heme synthesis and hematopoiesis [113]. Bone marrow space may have been replaced with tumor tissue with a resulting loss in functional marrow. An additional possibility is that the loss of heme synthesis within the tumor contributes to its progression. There is some evidence that tetrapyrroles, such as heme, possess anti-cancer properties by inducing apoptosis [114]. Biliverdin and bilirubin, the catalytic products of heme generated by heme oxygenases, have been shown to have anti-oxidant properties [115]. Due to the reduced expression of genes involved in tetrapyrrole/heme/pigment metabolic and biosynthetic processes in tumor compared to non-tumor tissue in this study, it would seem likely that the apoptosis and anti-oxidant properties of tetrapyrroles is correspondingly reduced.

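In the families searched by symbol (ITGA, ITGB, ADCY, ATP1, ATP2, CACNA, CACNB, CACNG and RYR), 9 genes passed a fold change of 2 with an unadjusted p under 0.05 by limma, and each of the 9 lost its call in at least 1 fit that left out a sample. Among the adenylate cyclases, *ADCY4* (ENSCAFG00000012293, chromosome 8 from 4288785 to 4303692) was at 10.3 ± 6.34 FPKM (SD, n = 4) in non-tumor samples and 2.85 ± 1.34 FPKM (SD, n = 3) in OSA tumor, a log2 fold change of -1.47 (standard error 0.55, unadjusted p = 0.0235 from limma; two-sided exact permutation test, p = 0.0571). It fell below the threshold at -1.14 without N9 and -1.18 without T10, and at -1.36 with the FPKM of each sample rescaled to the same sum. *ADCY9* (ENSCAFG00000019237, chromosome 6, in an interval shared by 2 genes) had a log2 fold change of -1.22 (standard error 0.86) and did not pass (exact permutation p = 0.514); N8 and N9 were at 30.3 and 49.6 FPKM and the other 5 samples between 3.31 and 6.34. Of the integrins, *ITGAV* (ENSCAFG00000014597, chromosome 36 from 28815197 to 28890642) and *ITGB1* (ENSCAFG00000003821, chromosome 2 from 3728545 to 3759496) were higher in OSA tumor. *ITGAV* was at 124 ± 51.4 FPKM (SD, n = 3) against 48.1 ± 27.2 FPKM (SD, n = 4) (log2 fold change 1.42, unadjusted p = 0.0394 from limma), with overlapping groups. It passed in 3 of 7 fits without 1 sample, and its lowest value, 1.10 without N8, did not pass. *ITGB1* was at 145 FPKM in T1, 236 in T3 and 768 in T10 against 105 ± 7.28 FPKM (SD, n = 4) (log2 fold change 1.49); it was at 0.81 without T10 and passed only without T1, at 2.01. Of the calcium ATPases, *ATP2A3* (ENSCAFG00000013971, chromosome 9 from 47695765 to 47727453) had a log2 fold change of -2.36 (standard error 0.90) and *ATP2A1* (ENSCAFG00000017254, chromosome 6, in an interval shared by 2 genes) of -5.74 (standard error 2.30). *ATP2A1* was at 2823 FPKM in N8 and 3506 in N9, and between 0.524 and 7.89 FPKM in the other 5 samples. *CACNA1S* (-4.45), *CACNG1* (-2.88) and *RYR1* (-4.55), whose interval is shared by 5 genes, were lower in OSA tumor, and the first and second of these were listed at 0 in a tumor sample. As with *ATP2A1*, their highest values were in N8 and N9, where the list of skeletal muscle genes was highest too. *ATP2A1*, *CACNA1S*, *CACNG1* and *RYR1* passed without N1 or N3 and in none of the other 5 fits; without N9 their log2 fold changes were -4.20, -3.08, -2.10 and -3.30. *ATP2A1* and *RYR1* did not pass without the filter either (-5.74 and -4.55). *ATP2A3* passed without N1 or N9 and not in the other 5 fits, the weakest being -1.80 without N8. The CACNB family held 0 genes past the threshold, with 0 of 4 at an unadjusted p under 0.05.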

Pathways associated with calcium signalling and cardiomyopathy (Table 1) involved intracellular signalling enzymes including integrins, adenylate cyclases 4 and 9, ATPases, and calcium channels, and indeed calcium homeostasis may reflect aberrant osteoblastic differentiation during osteosarcoma carcinogenesis [116]. Consistent with this, multiple gene ontologies related to cellular differentiation, morphogenesis, development, cellular proliferation, and metabolism were associated with the differentially expressed genes identified here (Table S2).

We used the WebGestalt network module (www.webgestalt.org) to search the human MSigDB transcription factor target database. This analysis identified 51 transcription factor regulators (Table S3) predicted to act as regulators of OSA-associated differentially expressed genes (Table S1). Notable predicted regulators included LEF1, a key regulator of the Wnt/β-catenin pathway, which has previously been implicated in OSA [117,118]. There were 122 putative LEF1-target genes identified in the differentially expressed genes. 

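For *LEF1* (ENSCAFG00000011252, chromosome 32 from 28514867 to 28633575), the FPKM were 12.5 in T1, 68.9 in T3 and 4.24 in T10, and 12.6 in N1, 10.0 in N3, 1.35 in N8 and 0.507 in N9. The mean was 28.5 ± 35.2 FPKM (SD, n = 3) in OSA tumor and 6.12 ± 6.09 FPKM (SD, n = 4) in non-tumor samples, and T3 held 80.5% of the tumor sum. Limma gave a log2 fold change of 1.83 (standard error 1.04, unadjusted p = 0.111), which did not pass the threshold, and the groups overlapped (two-sided exact permutation test, p = 0.286). The log2 fold change was 0.81 without T3 and 2.68 without T10, the latter past the threshold.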

*LEF1* expression was significantly different between tumor and non-tumor tissue (*p* = 0.0405) with higher expression seen in tumor compared with non-tumor tissue. Among the genes regulated by *LEF1,* some demonstrated increased expression in tumor compared with non-tumor tissue, whereas others showed decreased expression. Genes do not act in isolation, therefore, those genes with lower expression in this dataset may have also required the expression of additional transcription factors or coactivators for activation [119]. *LEF1* is associated with increased Wnt signalling, however, in the current study it appears that genes may be antagonising one another, with genes that both increase and decrease Wnt signalling expressed more highly in tumor compared with non-tumor tissue [109,110,111,120]. Wnt signalling has both canonical and non-canonical pathways, with non-canonical signalling split into planar cell polarity and Wnt/Ca^2+^ [121].

Expression of DKK3 and MMP3 are increased in OSA (Figure 2) and both are known to act on the binding of Wnt activator proteins so alterations in the amount of these proteins will affect both canonical and non-canonical Wnt signalling [110,121,122]. Combined with the increase in *DKK3* and *MMP3* expression seen in tumor tissue, the demonstration of aberrant activation of *LEF1* in the current study adds OSA to the range of cancers that exhibit aberrant Wnt activity [98,99,100,101]. *LEF1* is part of the canonical Wnt signalling pathway, requiring β-catenin as a coactivator for downstream gene transcription [123,124]. It may be that aberrant Wnt processes upstream of *LEF1*, such as *DKK3* and MMP3 expression, are affecting *LEF1* activity. This may explain the difference in the transcription of genes regulated by *LEF1*, but not *LEF1* itself in OSA tissue compared to non-tumor tissue. *LEF1* could be an additional drug target to influence Wnt signalling within OSA. In addition to association with *CTGF,* it has been shown that expression of *MMP3* is inversely related to expression of *IRF8* [78]. Due to this, IRF8 could also be an alternative drug target.

In total, 0.53% of all IWHs (*n* = 379) and 3.04% of Rottweilers (*n* = 1019) had OSA and although there were no overall differences in the rates of males and females affected, the males were younger at diagnosis than females, with a reduction of 2 years and 1.5 years seen for IWH and Rottweiler males, respectively. It is possible that other factors play a role in this. For example, IWH males are more likely to die younger from dilated cardiomyopathy and atrial fibrillation than females [125,126]. As heart disease is the most common specific cause of death in this breed, males may not always live long enough to develop OSA symptoms/get a diagnosis. The 379 IWHs used in this study were also used in previous publications to look at population outcomes in cardiomyopathy and atrial fibrillation [126]. The results showed that 65% of the male dogs with dilated cardiomyopathy and/or atrial fibrillation had been diagnosed before the age of 5.5 years—the average age at which OSA was diagnosed, whereas only 40% of females had been diagnosed as suffering from these heart diseases at that age [126].

This is the first study to examine the length of the canine *NCOA3* polyQ tract. This is also the first evaluation of the *AR* polyQ tract in IWHs and Rottweilers. Most individuals had 15 polyQ repeats in both alleles of the *NCOA3* gene, with only one additional repeat in 1% of Rottweiler and 0.5% of IWH *NCOA3* polyQ tracts genotyped. The lack of variation in the length of the *NCOA3* polyQ tract in these two breeds strongly suggests that variation in the length of the *NCOA3* polyQ tract is not a contributing factor in the development of OSA in IWHs, or Rottweilers. The length of the canine *AR* polyQ tract has previously been associated with aggression in male Japanese Akita Inus and prostate cancer in a variety of breeds [127,128]. In the current study, there was no association between the length of the canine *AR* and OSA in either IWHs or Rottweilers. Additionally, RNAseq did not identify differential expression of the *AR* or *NCOA3* in canine OSA relative to non-tumor bone tissue. It was interesting that IWHs and Rottweilers had significantly different allele frequencies at both *AR1* and *AR2,* which supports previous findings across other breeds [129]. This difference in allele frequencies may be affected by different population histories, with founder effects, inbreeding, and genetic hitch-hiking [130,131,132].

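*NCOA3* (ENSCAFG00000010812), on chromosome 24 in an interval shared by 2 genes from 34657102 to 34728046, was at 5.31 ± 2.12 FPKM (SD, n = 3) in OSA tumor and 5.46 ± 1.99 FPKM (SD, n = 4) in non-tumor samples. The difference was within the spread of the samples (log2 fold change -0.05, standard error 0.49, unadjusted p = 0.915 from limma; exact permutation p = 0.914). Its sign depended on the samples, at 0.14 without N9 and 0.26 without T3.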

## 4. Materials and Methods

### 4.1. Samples and Ethics

This study was approved by the University of Nottingham ethics committee (numbers 1823 160714 and 959 130925, 20 July 2016) in compliance with Home Office regulations and the Veterinary Surgeons Act. The call for owners to participate in research was made to the public and veterinary practices via breed health group collaborations, emails, social media, attending breed shows, and by holding breed health information days in-house. Informed consent was obtained from all dog owners.

Canine OSA tumor (*n* = 7) and non-tumor (*n* = 8) tissue was obtained from veterinary surgeons following amputation treatment or immediately following euthanasia. Confirmation of OSA was confirmed by pathologists via histopathological examination. A 1 cm^3^ piece of tumor was extracted along with a 1 cm^3^ piece of adjacent non-tumor affected bone tissue. These samples were placed directly into RNA*later*^®^ (Sigma-Aldrich, St. Louis, MO, USA), shipped at room temperature and stored at −20 °C.

DNA samples from 1019 Rottweilers and 379 IWHs were collected using Isohelix DNA Buccal Swabs (Cell Projects Ltd., Harrietsham, UK), according to the manufacturer’s instructions. Clinical histories of each animal were also obtained from owners. Swabs and clinical information were collected over a 3-year period with regular updates checked for a further 2 years. A Chi-Square (χ^2^test) was performed to establish any significant difference in the number of males and females diagnosed with OSA. In addition, *t*-tests were performed using R statistical software [133] to compare the mean age of diagnosis between males and females. From this, appropriate age restrictions for each sex were established for the inclusion of unaffected individuals in the control group, based on the age by which most affected individuals had been diagnosed. Individuals in the unaffected group were used in genetic association testing.

### 4.2. RNA Extraction and Next Generation Sequencing

OSA tumor (*n* = 3) and non-tumor (*n* = 4) bone tissue samples were homogenized (GentleMACS, Miltenyi Biotec, Bergisch Gladbach, Germany) and RNA extracted using Qiagen RNeasy Mini Kit (Qiagen, Hilden, Germany) according to manufacturer’s instructions. The extracted RNA was stored at −80 °C. RNA was quantified using both a NanoDrop 8000 (Thermo Fisher Scientific, Waltham, MA, USA) and an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). RNAseq analysis of seven samples comprised of four non-malignant bone and three OSA specimens and was completed at Edinburgh Genomics using an Illumina HiSeq platform (Illumina, San Diego, CA, USA) with ~20 million reads obtained from all samples analysed. The resultant raw fastq reads were processed for quality (phred score >30) and adapter sequences removed using Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). The processed raw reads were aligned to the canine genome (CanFam3.1, https://www.ncbi.nlm.nih.gov/assembly/GCF_000002285.3/) using the Ensembl annotated iGenomes build using Tophat2 [134]. Differential gene expression analysis was completed using Cufflinks/Cuffdiff [135] with significantly differentially expressed genes between the tumor and non-tumor tissue showing a fold change ≥2, and *p* < 0.05. WebGestalt [136] was also used to perform comparative gene ontology, KEGG, Panther and Reactome pathway analysis, and enriched transcription factor target networks to establish insights into the molecular mechanisms of canine OSA [137,138]. To do this, gene symbols were used to search the human pathway and network databases accessed via WebGestalt. A subset of these genes was selected for qPCR validation based on implication in cancer and biological function. RNA sequences in fastq format and gene quantification values as determined by Cufflinks/Cuffdiff expressed in FRPM have been deposited in the NCBI GEO database (accession = GSE155646, https://www.ncbi.nlm.nih.gov/geo/).

### 4.3. Quantitative Reverse Transcriptase PCR

cDNA was generated from the RNA extracted from OSA tumors and associated non-tumor tissue by reverse transcriptase PCR. The reverse transcriptase PCR reaction mixture consisted of 2 µL of 5× qScript™ cDNA SuperMix (Quanta Biosciences, Beverly, MA, USA), 0.5–1 µg RNA, adjusted to 10 µL using PCR grade H_2_O. Reverse transcriptase PCR was carried out at 25 °C for 5 min followed by 1 h at 42 °C. Gene expression of *MMP3*, *MMP2*, *SLC2A1*, *DKK3*, *POSTN*, *RBP4*, *ASPN,* and *S100A8* were quantified using qRT-PCR using TaqMan assays Cf02625966_g1, Cf02649247_g1, Cf02633301_m1, Cf02633587_m1, Cf02634869_m1, Cf02659289_m1, Cf02655953_m1 respectively, ThermoFisher Scientific, Waltham, MA, USA) as described previously [139]. Expression for all samples was normalised to the internal control Actin (Taqman assays Cf03023880_g1, ThermoFisher Scientific, Waltham, MA, USA) and relative expression of tumor compared to non-tumor tissue was calculated utilising the methods described by Pfaffl [140]. *t*-tests were performed using GraphPad Prism version 7.01 for Windows (GraphPad Software, La Jolla, CA, USA).

### 4.4. Immunohistochemistry

Immunohistochemistry was performed to show positive protein expression of a subset of the genes analysed, SLC2A1, MMP3 and DKK3. Rottweiler post-mortem OSA tissue (*n* = 16) was obtained from Bridge Pathology, UK in the form of OSA tissue with neighbouring non-OSA bone. Tissue was fixed in 4% paraformaldehyde for 2 h, dehydrated through an ethanol series, embedded into paraffin blocks, and sectioned at 7 μm. Immunohistochemistry was carried out using a Leica Novolink Polymer Detection Kit (Leica, Wetzlar, Germany) according to manufacturer’s protocols with primary antibodies diluted in fetal calf serum 1:100; anti-SLC2A1 polyclonal unconjugated rabbit antibody (100732-TOB-SIB; Stratech, Ely, UK), anti-MMP3 polyclonal unconjugated rabbit antibody (GTX74514; GeneTex, Irvine, CA, USA), anti-DKK3 (N1C3) polyclonal unconjugated rabbit antibody (GTX100571; GeneTex, Irvine, CA, USA) were used to stain proteins of interest. Microscopy was carried out to confirm positive staining cytoplasmic and/or nuclear staining (Leica, Wetzlar, Germany). Negative controls received no primary antibody and were incubated in fetal calf serum only.

### 4.5. PolyQ Analysis

DNA extraction was performed as previously described [126]. PCR and fragment length analysis: The canine *AR* harbours two polyQ repeat regions within its locus, hereby denoted *AR1* and *AR2* [129]. *AR1* and *AR2* were PCR amplified using primers published by Maejima et al. [129]. Primers were designed to flank the polyQ region of the canine *NCOA3* gene. One of each pair of primers was fluorescently labelled with HEX or 6-FAM dyes (Sigma-Aldrich, St. Louis, MO, USA) to allow fragment analysis to be carried out (Primers: *AR1* forward 6-FAM-CCGTGAGCGCAGCACCTCCCGGTG, reverse AGGCTGACCGCTGTTGGGAAGGCTGC; *AR2* forward 6-FAM-GCCAGCACCACCGGACGAGAATGA, reverse TAACTGTCCTTGGAGGAGGTGGAAGCA; *NCOA3* forward HEX-CCCAGCAGGGTTTTCTGAATGCCC, reverse CACAGGCCCTGCCAAAACGCCATCC). Pre-PCR multiplexing, whereby two PCRs are carried out on a sample as a single reaction, was performed for *AR1* and *NCOA3* with no discernible effect on PCR efficiency. The reaction mixtures consisted of 1× LightCycler^®^ 480 Probes Master Mix (Roche, Basel, Switzerland), 0.5 µM of primers, and 1.5 µL of template DNA, with the volume adjusted to 15 µL using PCR grade H_2_O. The calculation for a 15 µL reaction containing *AR1* and *NCOA3* primers combined was 7.5 µL 2× Roche Probe Master Mix, 1.5 µL of each primer from a stock with concentration of 5 µM, and 1.5 µL template DNA. *AR2* primers were added to the multiplex post PCR; the calculation for a 15 µL reaction for the *AR2* primer pair was 7.5 µL 2× Roche Probe Master Mix and 1.5 µL of each primer from a stock with concentration of 5 µM, 3 µL H_2_O, and 1.5 µL template DNA. The PCR reaction was run for 40 cycles at 94 °C for 30 s, annealing temperature for 30 s, and 72 °C for 30 s. The optimal annealing temperature was determined through a temperature gradient PCR, with temperature ranging between 52 °C and 64 °C. An annealing temperature of 61 °C was used for *AR1* and *NCOA3*, and 57 °C was used for *AR2*.

All multiplex samples were diluted by a factor of 100. Analysis of the fluorescently-labelled PCR products was undertaken using the Applied Biosystems 3730 DNA Analyzer with GeneScan ROX-500 size standard (DBS Genomics, Durham, UK) for each sample. The size discrepancy between *AR1* and *AR2* allowed for discrimination between their FAM-labelled products. Genotypes were scored using Genemapper software version 3.7 (Applied Biosystems, Foster City, CA, USA). A homozygote of each allele was Sanger sequenced by Source Bioscience (Source Bioscience, Nottingham, UK) to confirm correct amplification and the number of polyQ repeats.

PolyQ statistical analysis: The lengths of *AR1* and *AR2* were combined to give an overall *AR* polyQ repeat tract length. As the *AR* locus is positioned on the X chromosome, males only have one copy of the gene while females have two. Therefore, the lengths of *AR1* and *AR2* were simply summed for males, while the mean of the summed lengths for both alleles was used for females. For *NCOA3*, the mean length of the polyQ tract for both alleles was determined for all individuals. Student’s *t*-tests were performed using R statistical software [133] to establish any differences in the length of the polyQ repeat in *AR* and *NCOA3* between affected and unaffected control groups. The individuals included in the unaffected groups were established by the age restrictions as determined previously and as determined in the results. The groups were further split by sex and analysed by ANOVA using R statistical software [133].

## 5. Conclusions

Variations in the *AR* and *NCOA3* genes polyQ repeat tracts are not associated with the development of canine OSA in IWHs and Rottweilers. However, this study has identified several potential therapeutic targets for improving the outcomes of dogs with OSA. Drugs targeting some of the genes identified already exist and thus could be rapidly investigated for an effect in OSA. Additional work is required to determine the functional/mechanistic importance of the difference in expression between tumor and non-tumor tissue and the potential for utilising spontaneous OSA in dogs to improve understanding of the disease in people.

## Figures and Tables

**Figure 1:**
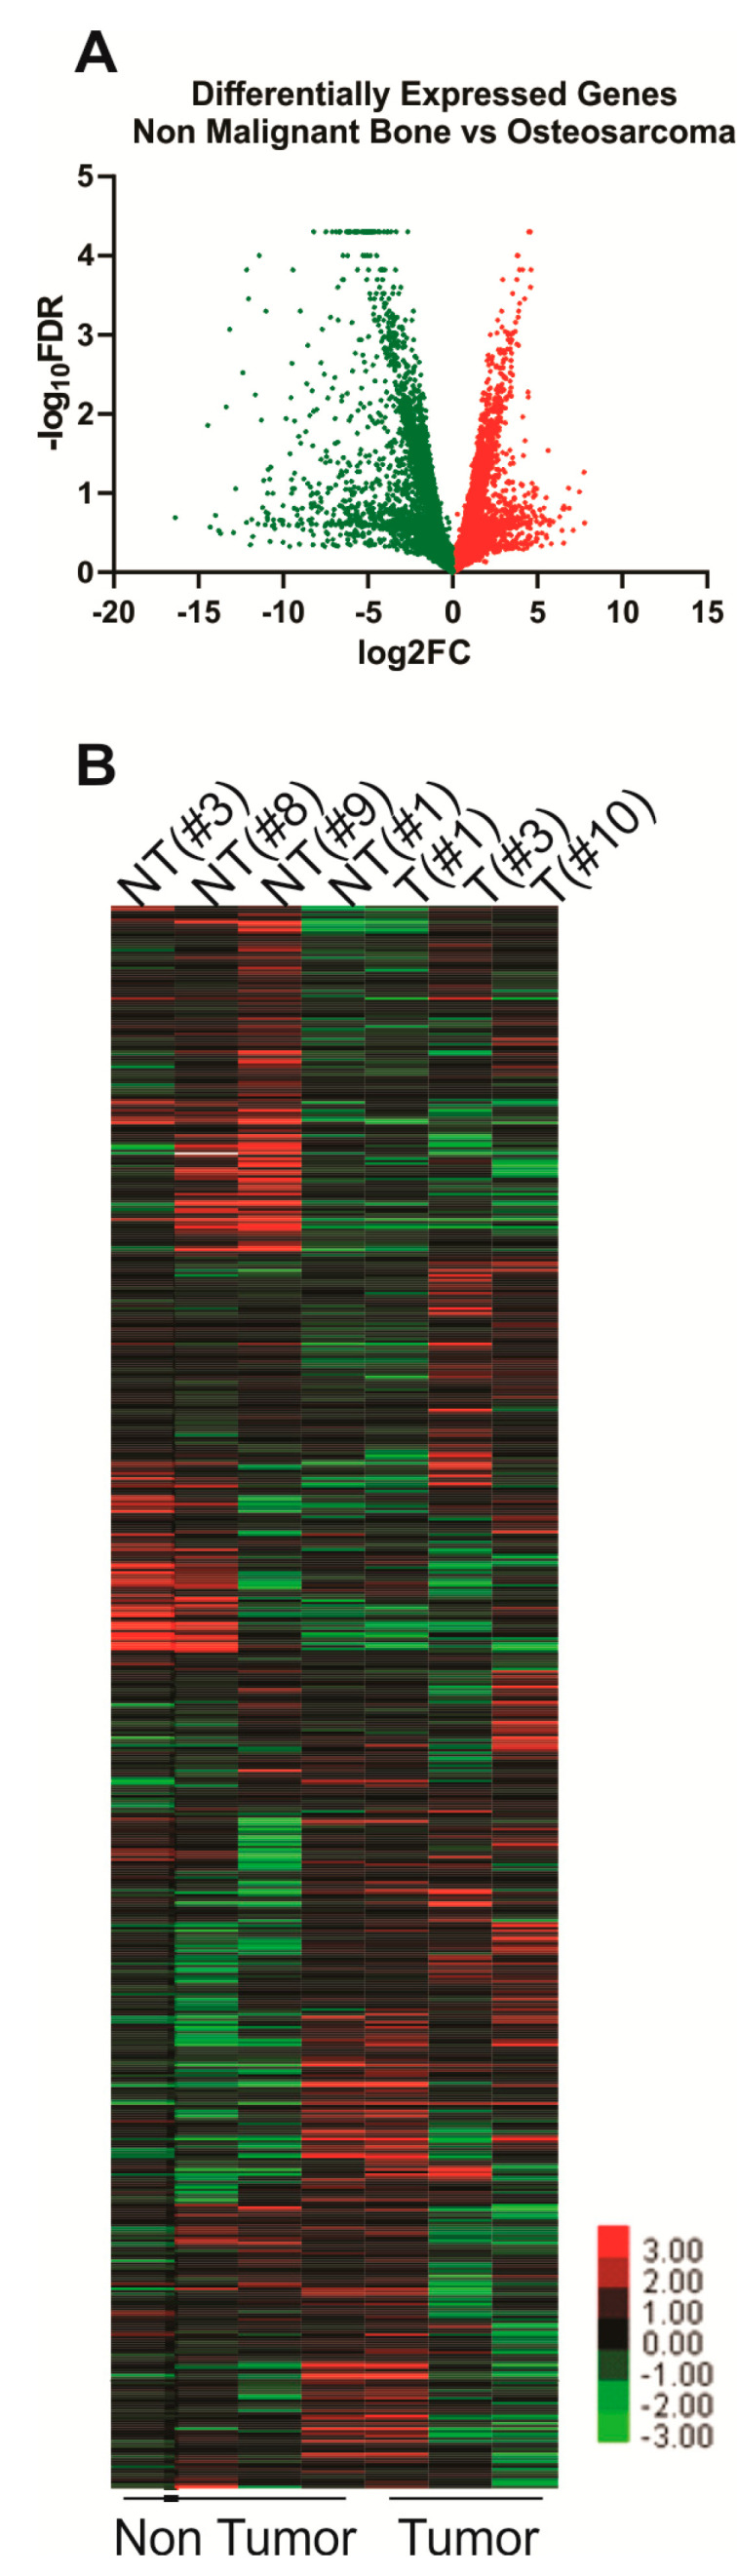
Differentially expressed genes were identified in OSA relative to non-malignant bone. RNA sequencing was used to identify differentially expressed genes expressed lower (green) and higher (red) in OSA tumor specimens relative to non-malignant bone specimens. A volcano plot (**A**) and unsupervised hierarchical clustering was used to display the identified differentially expressed genes (**B**).

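Between samples, Pearson's r of log2(FPKM + 1) was computed across the genes tested by limma, not only the differentially expressed genes; genes are not independent replicates, so no p-value is given. The highest of the 21 correlations was that of non-tumor sample N1 with OSA tumor T1, at r of 0.917, followed by N8 with N9 at 0.812. N1 correlated with T10 at 0.753 and with T3 at 0.730, but with the non-tumor samples N3, N8 and N9 at 0.670, 0.575 and 0.572. The tumor samples correlated with each other at 0.787 (T3 with T10), 0.748 (T1 with T10) and 0.710 (T1 with T3). Average-linkage clustering on these correlations first joined N1 and T1, then N8 and N9, then T3 and T10. N1 and T1 then joined T3 and T10 at a mean r of 0.735, N3 joined N8 and N9 at 0.717, and these branches met at 0.617. The pair of N1 and T1 was the highest, and N1 clustered with the 3 tumor samples, with a pseudocount of 0.1 (r of 0.9001), without the filter (0.950), with Spearman's correlation (0.924) and with quantile normalization (0.919).

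**Figure D2:**
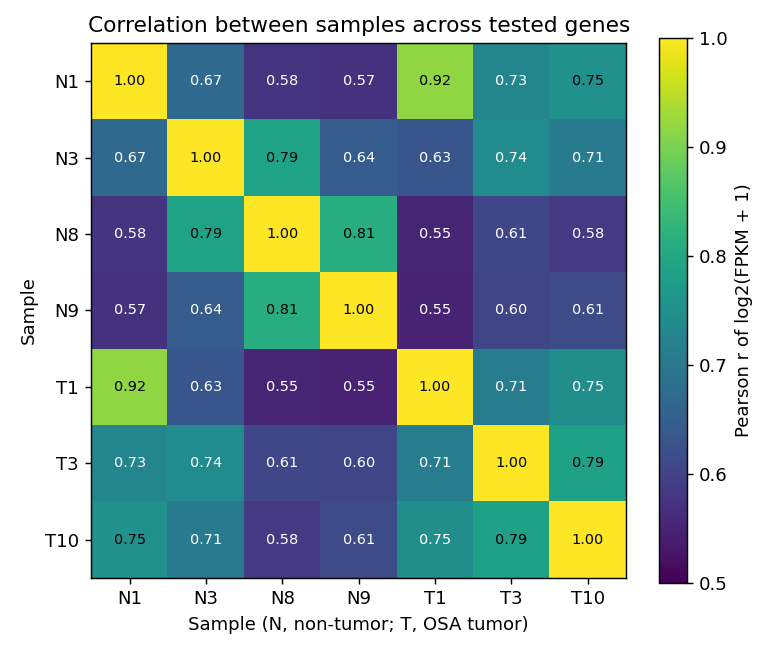
Pearson's r of log2(FPKM + 1) between the 7 samples, with the samples on both axes and r printed in each cell. The non-tumor sample N1 has its highest r with T1, at 0.917.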

**Figure 2:**
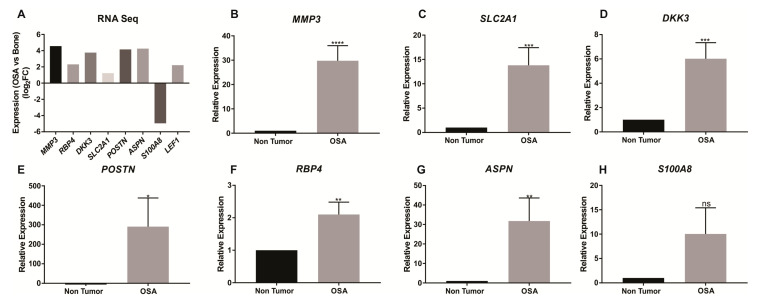
qRT-PCR validation of RNA expression comparing osteosarcoma tumor tissue expression with non-tumor bone tissue expression. Differential expression of key genes was identified by RNAseq (**A**). Results from *MMP3*, *SLC2A1*, *DKK3*, *POSTN*, *RBP4,* and *ASPN* (**B**–**H**) were consistent with the RNAseq results, however, no significant differences were observed in *S100A8* (**H**). Significance levels * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, ns = not significant.

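Of the 7 genes taken to qRT-PCR, 4 passed a fold change of 2 with an unadjusted p under 0.05 by limma, 0 had an adjusted p under 0.05 over all genes tested and 4 had one adjusted over the list alone; the study chose these genes on these samples, so the last count is not independent evidence. Beside *MMP3*, *SLC2A1* and *DKK3*, *RBP4* passed. *RBP4* (ENSCAFG00000007893, chromosome 28 from 7823195 to 7830387) was at 224 ± 154 FPKM (SD, n = 3) in OSA tumor and 45.1 ± 24.7 FPKM (SD, n = 4) in non-tumor samples (log2 fold change 2.09, standard error 0.80, unadjusted p = 0.0278 from limma). T3, at 48.8 FPKM, lay below N1 and N8 (two-sided exact permutation test, p = 0.171), and the gene fell below the threshold at 2.06 without N3, 1.64 without N9, 1.71 without T1 and 1.59 without T10. *POSTN* (ENSCAFG00000006073, chromosome 25 from 3167202 to 3209414) was at 1169.6 FPKM in T10, which held 86.3% of the tumor sum, at 176 in T1 and 9.97 in T3, against 25.4 ± 37.8 FPKM (SD, n = 4) in non-tumor samples. Its log2 fold change of 3.43 (standard error 1.53, unadjusted p = 0.0507 from limma; exact permutation p = 0.171) did not pass; it passed at 4.35 without N1 and 5.22 without T3 and was 1.86 without T10. Its call also changed with the scaling, passing at 3.57 with the FPKM of each sample rescaled to the same sum, and at 3.59 with a pseudocount of 0.1. *ASPN* (ENSCAFG00000002307), whose interval on chromosome 1 from 98800119 to 99019334 covers 6 genes, was at 2014 FPKM in T10 (94.6% of the tumor sum), 95.1 in T1 and 18.8 in T3, against 37.0 ± 44.0 FPKM (SD, n = 4). Its log2 fold change was 2.76 (standard error 1.45, unadjusted p = 0.0887 from limma; exact permutation p = 0.286); it was 0.92 without T10, and it passed at 3.48 without N1 and 4.25 without T3. *S100A8* (ENSCAFG00000017557, chromosome 7 from 43540667 to 43541864) was at 327 FPKM in N1, 31438 in N3, 42473 in N8 and 1091 in N9, against 56.3 in T1, 441 in T3 and 1335 in T10. Its log2 fold change was -3.85 (standard error 1.83, unadjusted p = 0.0632 from limma; exact permutation p = 0.286), and it passed at -5.13 without N1 and -4.55 without N9.

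**Figure D3:**
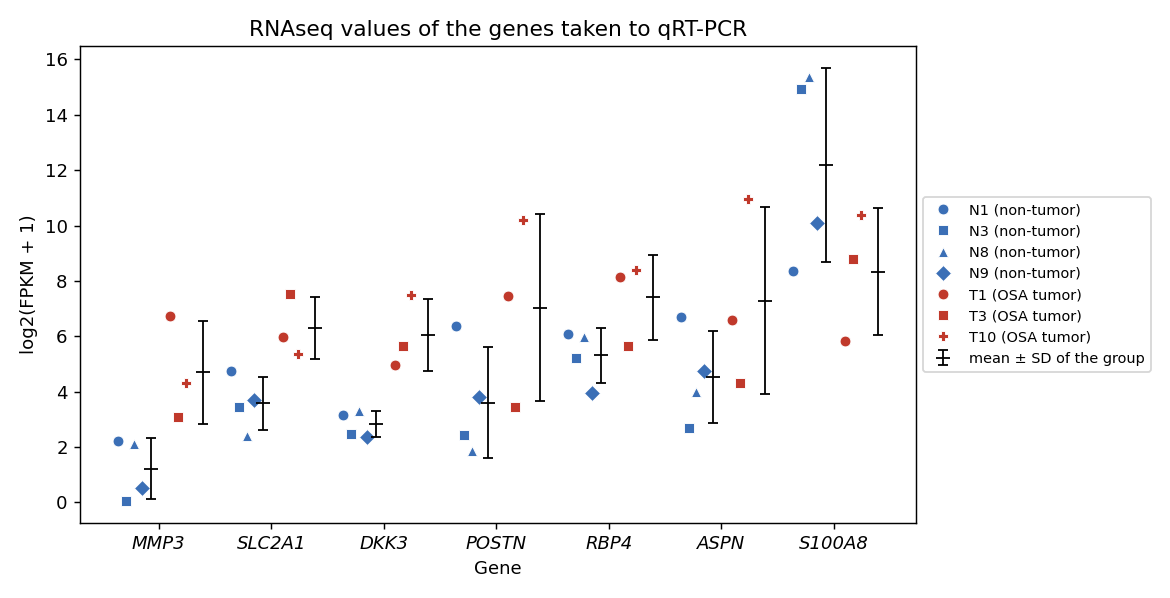
RNAseq expression of the 7 genes taken to qRT-PCR in each sample, as log2(FPKM + 1) on the y axis with the gene on the x axis. Blue markers are the 4 non-tumor samples, red markers the 3 OSA tumor samples, and black bars the mean ± SD of each group; the groups do not overlap in *MMP3*, *SLC2A1* and *DKK3*.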

**Figure 3:**
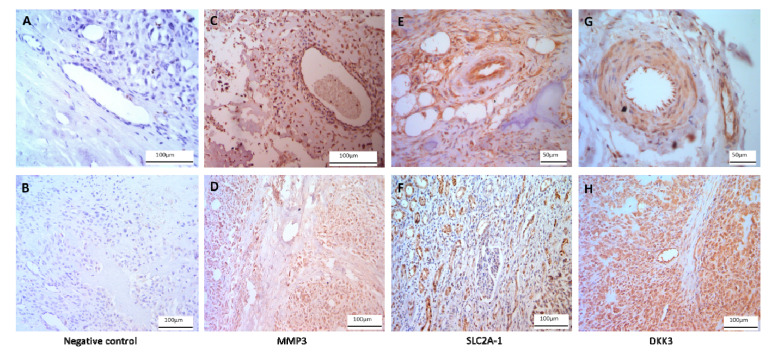
Protein expression of MMP3, SLC2A1, and DKK3 in osteosarcoma tumor. Negative control immunohistochemistry tissues received no primary antibody and were incubated in fetal calf serum instead (**A**,**B**). Immunohistochemistry confirmed protein expression of MMP3 (**C**,**D**), SLC2A1 (**E**,**F**), and DKK3 (**G**,**H**) in osteosarcoma tissue (*n* = 16). Scale bar represents 50 µm (**E**,**G**) and 100 µm (**A**–**D**,**F**,**H**).

**Figure 4:**
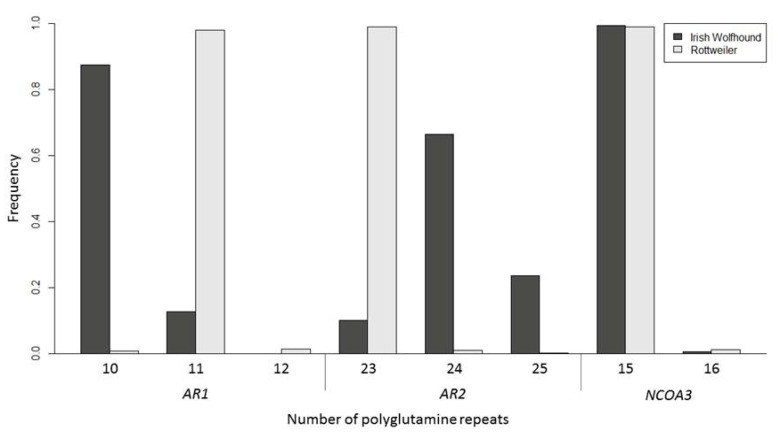
PolyQ repeat allele frequencies for AR1, AR2, and NCOA3. Irish Wolfhounds (*n* = 379) and Rottweilers (*n* = 1019).

**Table 1:** Top 25 genes expressed lower in osteosarcoma relative to non-malignant bone.

Gene_ID	Gene	Log2 Fold Change	*p* Value
ENSCAFG00000007134	*MYBPC1*	−14.4441	0.01395
ENSCAFG00000001705	*MB*	−13.3627	0.0081
ENSCAFG00000013875	*MYL1*	−13.1689	0.00085
ENSCAFG00000008253	*ACTA1*	−12.3844	0.003
ENSCAFG00000011103	*NRAP*	−12.1537	0.00015
ENSCAFG00000005717	*ENSCAFG00000005717*	−12.0616	0.00035
ENSCAFG00000014281	*PYGM*	−11.6411	0.0057
ENSCAFG00000011619	*MYH7*	−11.4064	0.0001
ENSCAFG00000002620	*TNNT1*	−11.3052	0.0119
ENSCAFG00000001016	*TRDN*	−11.034	0.0005
ENSCAFG00000009333	*CESDD1*	−10.7269	0.04655
ENSCAFG00000005896	*RYR1*	−9.83487	0.01135
ENSCAFG00000009404	*TNNC1*	−9.61599	0.0317
ENSCAFG00000015475	*DES*	−9.54008	0.0062
ENSCAFG00000005358	*HHATL*	−9.49779	0.0023
ENSCAFG00000008707	*CKMT2*	−9.43202	0.00015
ENSCAFG00000017254	*ATP2A1*	−9.34349	0.01225
ENSCAFG00000001140	*MYOT*	−9.08389	0.0191
ENSCAFG00000012927	*ALPK3*	−9.01117	0.0005
ENSCAFG00000005343	*KLHL40*	−8.96012	0.0234
ENSCAFG00000002982	*MYBPC2*	−8.66855	0.01675
ENSCAFG00000012432	*MYOZ2*	−8.62006	0.00415
ENSCAFG00000011638	*SPTA1*	−8.56014	0.00135
ENSCAFG00000001161	*OBSCN*	−8.44333	0.01045
ENSCAFG00000011418	*HFE2*	−8.31185	0.0051

RNA sequencing was used to identified differentially expressed genes in OSA (osteosarcoma) specimens relative to non-malignant bone. The entire list of 1281 differentially expressed genes is reported in Table S1.

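All 25 genes of Table 1 were lower in OSA tumor by limma, with a median log2 fold change of -5.14 and the lowest at -8.88. A fold change of 2 with an unadjusted p under 0.05 was passed by 21 of them, with 0 at an adjusted p under 0.05 over all genes tested and 21 adjusted over the list alone, a count that is not independent evidence because the study ranked these genes on these samples. In 15 genes every tumor sample lay below every non-tumor sample; chance gives 2.86% of genes not picked for being lower, as these were. N8 and N9 were the highest of the 7 samples in 23 genes, and N1 was the lowest non-tumor sample in 23. *MB* (ENSCAFG00000001705, chromosome 10 from 28574068 to 28583590), which encodes myoglobin, was at 12655 FPKM in N8 and 10049 in N9, at 129 in N3 and 7.47 in N1, and between 0.413 and 0.625 in OSA tumor. Its log2 fold change was -8.64 (standard error 2.25, unadjusted p = 0.00368 from limma). *MYBPC1*, at -6.80, lies in an interval of chromosome 15 shared by 4 genes, and *DES*, at -6.11, in an interval of chromosome 37 shared by 11. Among the 4 genes that did not pass were *MYBPC2* (-4.76), whose interval covers 18 genes, *ALPK3* (-3.53) and *KLHL40* (-3.27, listed at 0 in N1). The number of Table 1 genes past the threshold was 7 without N8, 9 without T1, 9 without T3 and 9 without T10.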

**Table 2:** Top 25 genes expressed higher in osteosarcoma relative to non-malignant bone.

Gene_ID	Gene	Log2 Fold Change	*p* Value
ENSCAFG00000010484	*PKP2*	3.54183	0.00095
ENSCAFG00000005510	*EOMES*	3.56165	0.04155
ENSCAFG00000012983	*GPR64*	3.66911	0.0009
ENSCAFG00000013448	*COLGALT2*	3.69448	0.0007
ENSCAFG00000007845	*DKK3*	3.76815	0.0013
ENSCAFG00000009722	*TOX3*	3.77935	0.0002
ENSCAFG00000023615	*MMP-12*	3.78547	0.0001
ENSCAFG00000002589	*COL9A1*	3.84351	0.0001
ENSCAFG00000003503	*ARHGEF5*	3.84945	0.0006
ENSCAFG00000005101	*RPSA*	3.86821	0.00135
ENSCAFG00000019918	*FOXF1*	3.8936	0.0005
ENSCAFG00000017309	*RPL4*	3.92678	0.00015
ENSCAFG00000018123	*ARSI*	3.92752	0.0004
ENSCAFG00000007280	*RNF180*	4.12335	0.00015
ENSCAFG00000010205	*ID4*	4.12517	0.0108
ENSCAFG00000006073	*POSTN*	4.15174	0.03365
ENSCAFG00000009756	*ELOVL2*	4.23619	0.00035
ENSCAFG00000002307	*ASPN*	4.25607	0.02175
ENSCAFG00000009135	*SAA1*	4.42549	0.0053
ENSCAFG00000019036	*LIPG*	4.44654	0.0061
ENSCAFG00000016731	*MSX2*	4.46357	0.0337
ENSCAFG00000015063	*MMP3*	4.56236	0.0337
ENSCAFG00000018597	*LAMA1*	4.58776	0.00025
ENSCAFG00000029131	*HAPLN1*	4.61072	0.00015
ENSCAFG00000031443	*EREG*	5.61347	0.02875

RNA sequencing was used to identified differentially expressed genes in OSA specimens relative to non-malignant bone. 

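All 25 genes of Table 2 were higher in OSA tumor by limma, with a median log2 fold change of 2.01 and a range from 0.90 (*PKP2*) to 4.35 (*HAPLN1*). A fold change of 2 with an unadjusted p under 0.05 was passed by 9 of them (*DKK3*, *MMP-12*, *RPSA*, *FOXF1*, *RNF180*, *ID4*, *MSX2*, *MMP3* and *HAPLN1*). An adjusted p under 0.05 was reached by 0 genes over all genes tested and by 8 adjusted over the list alone, which is not independent evidence since the study ranked the genes on these samples. Every tumor sample lay above every non-tumor sample in 10 genes; chance gives 2.86% of genes not picked for being higher, as these were. In 16 genes a single sample held 80% or more of the summed tumor FPKM, T3 in 13 and T10 in 3. T3 held 99.6% for *EOMES*, 99.2% for *LIPG* and 98.7% for *EREG*. Without T3, the log2 fold change turned to -0.80 for *EOMES*, -0.45 for *LIPG*, -0.0063 for *EREG*, -0.18 for *PKP2* and -0.24 for *TOX3*, which was listed at 0 in N8 and T10. *FOXF1* (ENSCAFG00000019918, chromosome 5 from 66341523 to 66347925) was at 14.3 ± 17.8 FPKM (SD, n = 3) in OSA tumor and 0.957 ± 1.10 FPKM (SD, n = 4) in non-tumor samples (log2 fold change 2.45, standard error 0.80, unadjusted p = 0.0124 from limma). *MSX2* (ENSCAFG00000016731, chromosome 4 from 38001359 to 38007407) was at 108 FPKM in T3, 7.27 in T1 and 5.93 in T10 against 1.82 ± 2.22 FPKM (SD, n = 4), a log2 fold change of 3.04, and fell below the threshold without T3, at 1.755. *ID4* (ENSCAFG00000010205, chromosome 35 from 18357826 to 18358637) had a log2 fold change of 2.40 (standard error 0.58), with N1 at 0.817 FPKM apart from the other non-tumor samples. *RPSA* (3.06), whose interval is shared by 3 genes and whose N9 value of 1.07 FPKM stood apart, and *RPL4* (1.54) encode ribosomal proteins, for which several gene IDs are listed. *RNF180* (2.01) fell below the threshold at 1.87 without N8, 1.95 without N9, 1.46 without T3 and 1.49 without T10, and did not pass with a smaller pseudocount (3.07 and 3.48). Among the 16 genes that did not pass, *COLGALT2* (1.60), in which N1 at 0.103 FPKM stood apart, passed without T3 (2.75), *COL9A1* (2.27) passed at 2.59 without N1 and 3.65 without T3, and *SAA1* (2.80) passed without T10 (4.34). *RPL4* and *ARSI* passed without T10, at 2.32 and 1.92, *GPR64* and *ELOVL2* without T1, at 2.30 and 1.99, and *LAMA1* at 1.77 without T1 and 1.62 without T10.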

The entire list of 1281 differentially expressed genes is reported in Table S1. Expressions of *MMP3, ASPN, DKK3,* and *POSTN* were validated using qRT-PCR.

**Table 3:** KEGG, Panther and Reactome pathway analysis identified as significantly (q < 0.05) enriched in the dataset. Differentially expressed genes associated with canine OSA were used in a comparative search of the human KEGG, Panther and Reactome pathway databases to identify over-represented pathways.

Gene Set	Database	Description	Size	Expect	Ratio	False Discovery Rate (FDR)
hsa05414	KEGG	Dilated cardiomyopathy	90	5.9888	2.6717	0.04748
hsa05410	KEGG	Hypertrophic cardiomyopathy	83	5.523	2.7159	0.04748
hsa04020	KEGG	Calcium signaling pathway	183	12.177	2.053	0.04748
P02746	Panther	Heme biosynthesis	12	0.96911	7.2231	0.001603
R-HSA-397014	Reactome	Muscle contraction	206	13.605	2.7932	0.0075
R-HSA-189451	Reactome	Heme biosynthesis	11	0.72645	11.012	0.00
R-HSA-390522	Reactome	Striated Muscle Contraction	36	2.3775	5.468	0.000151
R-HSA-189445	Reactome	Metabolism of porphyrins	17	1.1227	8.0164	0.00017
R-HSA-109582	Reactome	Hemostasis	620	40.946	1.6363	0.014273
R-HSA-5578775	Reactome	Ion homeostasis	56	3.6983	3.5151	0.018011
R-HSA-5576891	Reactome	Cardiac conduction	141	9.3118	2.3626	0.037904

**Table 4:** Breed and sex ages at diagnosis.

OSA Cases and Diagnosis	IWH (*n* = 379)	Rottweiler (*n* = 1019)
Number of OSA cases (%)	0.53	3.04
Male age of diagnosis (mean, years)	5.34	7.65
Female age of diagnosis (mean, years)	7.00 **	8.50 *

* *p* > 0.05 ** *p* > 0.01. No significant difference between number of affected males and females in each breed.

**Table 5:** Number of *AR* polyglutamine (polyQ) repeats in IWHs and Rottweilers in OSA/non OSA males and females.

Breed	Group	Diagnosis and Age	AR1 Q-Repeat	AR2 Q-Repeat	AR Q-Repeat Number (Mean ± SEM)
IWH	Male	OSA	10.25 ± 0.25 (4)	24.50 ± 0.29 (4)	34.75 ± 0.25 (4)
		Non OSA over 6.5 years	10.05 ± 0.05 (19)	24.31 ± 0.12 (16)	34.31 ± 0.12 (16)
	Female	OSA	10.13 ± 0.13 (8)	24.57 ± 0.13 (7)	34.57 ± 0.13 (7)
		Non OSA over 9 years	10.04 ± 0.04 (13)	24.19 ± 0.16 (13)	34.23 ± 0.15 (13)
Rottweiler	Male	OSA	11.00 ± 0.00 (12)	23.00 ± 0.00 (12)	34.00 ± 0.00 (12)
		Non OSA over 9 years	11.00 ± 0.00 (49)	23.00 ± 0.00 (50)	34.00 ± 0.00 (49)
	Female	OSA	11.03 ± 0.03 (19)	23.00 ± 0.00 (18)	34.03 ± 0.03 (18)
		Non OSA over 10 years	11.00 ± 0.00 (43)	22.98 ± 0.02 (45)	34.00 ± 0.00 (43)

Numbers represent mean ± SEM (number of samples), OSA = osteosarcoma.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/9/2405/s1, Table S1: Differentially expressed genes in canine OSA relative to non-malignant bone, Table S2: Significantly enriched gene ontologies associated with differentially expressed genes in canine OSA, Table S3: Enrich transcription factor networks in differentially expressed genes in canine OSA.

How the deposited data were processed for this re-analysis (not part of the article)

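RNA was sequenced from 4 non-tumor bone samples (N1, N3, N8, N9) and 3 OSA tumor samples (T1, T3, T10) of dogs on an Illumina HiSeq platform. The authors trimmed the reads with Trim Galore, aligned them to CanFam3.1 with Tophat2 using the Ensembl iGenomes annotation, and computed the FPKM values of each gene and sample with Cufflinks/Cuffdiff. Neither tool versions nor the normalization between libraries are stated. The FPKM per sample were analysed as deposited, all 7 columns of them, with 7 samples used and 0 per-sample columns left unused. In a second table the authors compared the samples as groups with Cuffdiff. Its group FPKM lay at a median of 0.959 times the mean of the samples' FPKM. Its log2 fold changes are the log2 ratio of the authors' tumor to non-tumor group FPKM, infinite where a group is at 0 (764 values of minus infinity and 711 of plus infinity). The score it lists is the test statistic the authors obtained with Cuffdiff. The p-values and q-values in it were computed by the authors with Cuffdiff, the q-value adjusted over genes; the smallest p-value is 5e-05. The 2 blank lines of that table were skipped. Intervals in it start from 0, so 1 was added to each start; the genome is CanFam3.1, and some intervals cover several genes.

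No counts were analysed here, so the depth of a sample is known only relative to N1, from the step between its lowest FPKM values; in 21 of 21 pairs of samples, the pairs with N1 among them by construction, the ratio read directly matched the one read through N1, checked up to a whole factor of 2. At the lowest relative depth (0.545 in N8) 1 fragment stands for the largest step in FPKM. Zeros were kept as listed, although 66 genes were at 0 in 1 sample and at 500 FPKM or more in another, and the authors' group value was 0 with a sample mean of at least 1 FPKM for 7 genes in tumor and 12 in non-tumor.

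Values were taken as log2(FPKM + 1), genes with a mean of at least 1 FPKM over the 7 samples were kept, and tumor was compared with non-tumor by limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a mean-variance trend. The threshold was an absolute log2 fold change of at least 1 with an unadjusted p under 0.05, and Benjamini-Hochberg adjusted p-values were computed over all tested genes. The exact permutation tests, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, took the difference of the mean log2 values over the 35 splits of the samples into 4 and 3. Sets of genes were tested with camera at a preset correlation of 0.01 between genes, with fry, and with camera at an estimated correlation. Correlations between samples used the same log2 values, and figures were drawn with matplotlib 3.10.9. The fit was tested on simulated data with 200 changed genes, taken from those of higher mean, in each of 10 draws. The simulated noise was independent for each gene and sample. At a true log2 fold change of 2, 80.2% passed the threshold, 0% had an adjusted p under 0.05, and 622.5 unchanged genes passed the threshold on average. At a true log2 fold change of 4 the values were 96.7%, 74.5% and 628.6.

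Genes named in the text were chosen by a rule: every gene that the paper's results and discussion or Tables 1 and 2 name, the gene families of calcium signalling by the start of their symbol, and the 5 higher and 5 lower genes with the smallest p among those past the threshold, with a symbol and with groups that do not overlap. Some of these genes are counted but not reported by name. Genes picked out in any other way were chosen after their values were seen. Marker lists of 11 cell types were written without any gene the paper names: adipocyte (9 symbols, 5 matched to a gene ID, 4 tested); B lymphocyte (11 symbols, 10 matched to a gene ID, 7 tested); cell cycle (12 symbols, 11 matched to a gene ID, 11 tested); chondrocyte (10 symbols, 8 matched to a gene ID, 6 tested); erythroid (18 symbols, 15 matched to a gene ID, 15 tested); granulocyte (14 symbols, 11 matched to a gene ID, 11 tested); macrophage (8 symbols, 8 matched to a gene ID, 8 tested); megakaryocyte (9 symbols, 7 matched to a gene ID, 6 tested); osteoblast (12 symbols, 10 matched to a gene ID, 10 tested); osteoclast (9 symbols, 7 matched to a gene ID, 7 tested); skeletal muscle (22 symbols, 18 matched to a gene ID, 17 tested). Results were recomputed with pseudocounts of 0.1 and 0.01, without the filter, with a filter of at least 1 FPKM in at least 3 samples, with FPKM rescaled to the same sum in every sample, scaled by the median ratio or quantile normalized, without the trend, with sample weights from arrayWeights, with the number of the sample as a block, fixed or random, and with each sample left out in turn; the heme genes were also tested with fry. The paper's pathway and transcription factor sets, its qRT-PCR, immunohistochemistry and polyQ genotypes were not analysed here, because the data used hold RNAseq values alone.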

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

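The tests of samples far from the rest of their group, of the share of genes whose groups lie apart and of the scaling between samples were chosen only after the results were seen. In 5 of the 88 results checked, 1 of the 4 non-tumor samples lay far from the other 3: the gap to its nearest neighbor, on the log2(FPKM + 1) scale, took up 0.926 of the range of the group for *RPSA* (N9 lowest), 0.918 for *COLGALT2* (N1 lowest), 0.877 for *CTGF* (N1 highest), 0.865 for *MMP-12* (N1 highest) and 0.842 for *ID4* (N1 highest). Chance alone would give about 4.4 such results, so chance among the results checked may account for all of them. It does not say why the far sample is N1 in all but *RPSA*, and N1 is also the non-tumor sample most like a tumor sample (r of 0.917 with T1), whatever tissue or RNA it holds. Without N1, *CTGF* passed the threshold, at 1.66; the calls of *RPSA*, *MMP-12*, *ID4* and *COLGALT2* did not change when their far sample was left out, though *COLGALT2* passed without T3, at 2.75. For *RPSA*, reads shared with other copies of a ribosomal protein gene were not tested. No biological explanation for a difference within the non-tumor group was tested.

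The paper's text does not discuss 5 of the genes with the smallest p whose tumor and non-tumor samples lay apart: *NDUFA4L2* (log2 fold change 3.37) and *MAP1B* (2.29), higher in every tumor sample, and *NNAT* (-2.34), *MYL3* (-7.20) and *FAM78A* (-2.78), lower in every tumor sample. The authors' scaling between samples as the whole cause is argued against by the other scalings, since all 5 genes stayed past the threshold under all 3 of them, with a smallest absolute log2 fold change of 2.22. Chance among the genes tested stays open: the groups lay apart in 5.85% of all tested genes, where any split of 4 against 3 gives 5.71%, and of the 13507 tested genes 0 had an adjusted p under 0.05 and 927 an unadjusted p under 0.05. For *MYL3*, a gene of muscle fibers, skeletal muscle in the non-tumor pieces is a candidate explanation, given the median log2 fold change of -5.17 of a marker list of 17 tested muscle genes, of which *MYL3* is itself 1. The interval of *NDUFA4L2* covers 4 genes, whose reads were not told apart here. A difference between tumor and non-tumor bone stays open as untested.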

How the results depend on the processing

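Fry for the marker lists, and camera with the correlation estimated from the samples for the marker lists and the heme genes, were chosen only after the results were seen; all other alternatives were set before the data were examined. The 926 genes past the threshold became 1049 with a pseudocount of 0.1 (913 of them the same genes), 1053 with 0.01 (895 the same), 786 of 18759 genes without the filter (686 the same), 994 with the filter in at least 3 samples (900 the same), 947 with median ratio scaling (913 the same), 908 with quantile normalization (808 the same) and 927 without the trend (891 the same). With FPKM rescaled to the same sum in every sample 271 genes passed higher in tumor and 493 lower (588 the same genes), and 3 genes had an adjusted p under 0.05 (*ACTA1*, *TNNT1* and *MYL3*, each lower in all 3 tumor samples than in any non-tumor sample). With arrayWeights, 1857 genes passed, 826 higher and 1031 lower, and 770 of these were also in the authors' comparison. The weights ran from 0.615 for N1 to 2.19 for N8, so this fit leaned least on N1; the cause of the other changes was not tested. Under all these alternatives except the rescaling, 0 genes had an adjusted p under 0.05, with from 909 (quantile normalization) to 1862 (arrayWeights) at an unadjusted p under 0.05. The smallest adjusted p over all alternatives ran from 0.000494 (without T1) to 0.992 (the fixed block).

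Whether a number shared by a tumor and a non-tumor sample marks 1 dog is not stated in the paper, so the paired fits with a replicate block are alternatives only. The deviations from the group means correlated at 0.422 for N1 with T1 and 0.211 for N3 with T3, against -0.273 for N1 with T3 and -0.260 for N3 with T1. A fixed replicate block over the samples numbered 1 and 3 uses those 4 samples alone. It called 241 genes (142 higher, 99 lower), 101 of them shared with the authors' comparison, 13 genes of Tables 1 and 2 and 19 named genes. Among those it did not call were *UROS* (-1.09) and *FAM78A* (-2.37), which passed whichever sample was left out. This fit has fewer samples, which lowers its power, and leaves out N8, N9 and T10, so its estimates differ too: *ATP2A1* was at -1.03, against -5.74 in the main fit, and the osteoblast list at 0.14, against 1.56. Whether the power or the choice of samples took a given call away was not tested. In it the direction reversed for *COX10* (0.17), *ADCY9* (0.22) and the cell cycle list (-0.60); the cause was not tested. With the block as a random effect over all 7 samples (consensus correlation 0.456), 1062 genes passed, 787 of them the same; the heme set, tested there by fry, had a median of -1.45 with p of 0.0538, and 2 of the 11 marker lists had p under 0.05.

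Across the 7 fits that each left out 1 sample, the number of genes past the threshold ran from 319 (without N8) to 1997 (without N1), of higher genes from 187 (without N8) to 852 (without N1), of lower genes from 126 (without T10) to 1145 (without N1), of genes shared with the authors' comparison from 189 (without N8) to 796 (without N1), of genes of Tables 1 and 2 from 15 (without N8) to 37 (without N1), of named genes from 24 (without N8) to 55 (without N1), and of marker lists with camera p under 0.05 from 4 (without T1) to 9 (without N9). Between these ends, 603 genes passed without T3 and 424 without T10, 279 higher genes without N9, and 132 and 189 lower genes without N8 and T3; 262 and 227 genes were shared with the authors' comparison without T3 and T10, and 29 named genes passed without T10. Without N1, 864 of the 926 genes remained past the threshold, and without T10, 300. An adjusted p under 0.05 was reached by 0 genes in every one of these fits except that without T1, with 1 gene, while 319 (without N8) to 1997 (without N1) had an unadjusted p under 0.05. The 1 gene, singled out after its values were seen, is ENSCAFG00000022724 of the mitochondrial genome, listed at 0 in T1 and in all 4 non-tumor samples, with 39823 FPKM in T3 and 9516 in T10.

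Of the 75 named genes tested, 66 kept their direction under every alternative that could test them and 18 kept both direction and call; of the 11 marker lists, 9 kept their direction and 0 kept both. *NCOA3*, at -0.05, reversed with FPKM rescaled to the same sum (0.10), quantile normalization (0.088), arrayWeights (0.0699), without N9 (0.14) and without T3 (0.26); it was -0.25 without T1. *NKD2* reversed to -1.54 without T1 and reached 1.97 without T10. Without T3, the reversed genes were *PKP2* (-0.18, up to 1.49 without T1), *EOMES* (-0.80, up to 1.95 without T1), *TOX3* (-0.24, up to 1.93 without T10), *LIPG* (-0.45, up to 2.29 without T10) and *EREG* (-0.0063, up to 2.00 without T1); T3 held from 97.5% (*PKP2*) to 99.6% (*EOMES*) of their summed tumor FPKM, which leaving it out removes. Over the fits without 1 sample the osteoclast list ran from -1.09 (without T1) to 1.13 (without T10), with -0.19 without N8 and -0.05 without N9, and the cell cycle list from -0.12 (without N9) to 1.06 (without N3); the cause was not tested. By fry 1 of the 11 marker lists had p under 0.05, and by camera with the estimated correlation 0 lists did, with p of 0.0707 at the lowest; the heme genes, at -1.64, had p of 0.0689 by that test. These tests let the genes of a set vary together as they do in the samples. Of the named genes, 9 became weaker and 1 stronger without the filter, and with the filter in at least 3 samples only 62 of them were tested, since the others fell under it. The correlation of N1 with T1 stayed the highest under all 4 alternatives run on it.

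In simulated data of this design, genes changed by a log2 fold change of 2 never reached an adjusted p under 0.05 (0 of 200 on average over 10 draws, with 160.3 past the unadjusted threshold), while 149 of 200 did at a log2 fold change of 4. The noise was drawn independently for each gene and sample, and the changed genes were taken from those of higher mean. In the real samples many genes vary together, with from 53 to 2583 genes past the threshold over the 35 splits into 4 and 3. The simulated rates therefore need not hold for these data. Within that limit, a count of 0 at an adjusted p under 0.05 leaves open a log2 fold change of 2 in as many as 200 genes. Depth, known only relative to N1, limits what can be said of genes near the lowest values and of those under the filter.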

Differences from the paper's values

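No test of a cause was run for any of these differences, and none of the alternatives named here was chosen after the values were seen. For Table 2 the paper gives a p of 0.0337 for *MSX2* and for *MMP3*; in the authors' comparison as deposited both have p of 5e-05, and none of the alternatives set before the data were examined applies to these p-values. The log2 ratio of the group means of *SLC2A1* is about 1.2 in the paper's Fig. 2A, read by eye, and 2.88 from the FPKM of the samples; every alternative set before the data were examined that applies kept a difference, the nearest being 1.97 without T3. The highest points of the paper's Fig. 1A lie at about 4.3, read by eye, on an axis labelled as the negative log10 of the FDR. The smallest q-value of the authors' comparison gives 1.95 on that scale, and its smallest p-value gives 4.30, which is the value of the figure; no alternative applies. For the 50 genes of Tables 1 and 2, the log2 ratio of the group means differed from the paper's fold change by at most 0.0151.

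The paper's discussion gives 583 differentially expressed genes, against 926 by limma. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's without the filter (786), with FPKM rescaled to the same sum in every sample (271 higher and 493 lower), without N9 (687), without T3 (603) and without T10 (424), and not with the pseudocounts, the filter in at least 3 samples, median ratio scaling, quantile normalization, no trend, arrayWeights, either replicate block, or without N1, N3, N8 or T1. The same sentence of the paper gives a larger number of non-tumor samples than the 4 of its results. The paper's results give 839 lower genes, against 483 by limma. The count of lower genes came within 1.5 times the paper's with a pseudocount of 0.1 (583) or 0.01 (591) and with arrayWeights (1031). It did so as well without N1 (1145), without N3 (561) and without T1 (602), and not under the other alternatives set before the data were examined. The authors' own comparison gives 839 lower genes.

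The paper counts as differentially expressed several genes that did not pass the threshold by limma. *LEF1*, which the paper reports as higher in tumor in one sentence and excludes from the difference in another, was at 1.83 and passed without T10. Of the heme genes, *COX10* (-1.08) and *NFE2L1* (-1.62) passed without N3, and *CPOX* (-1.48) and *UROD* (-1.31) with arrayWeights and without N1. Of the genes taken to qRT-PCR, *POSTN* (3.43) passed with either other pseudocount, the filter in at least 3 samples, FPKM rescaled to the same sum, median ratio scaling, quantile normalization, arrayWeights, without N1 and without T3; *ASPN* (2.76) with FPKM rescaled to the same sum, arrayWeights, without N1 and without T3; and *S100A8* (-3.85) with FPKM rescaled to the same sum, arrayWeights, either replicate block, without N1 and without N9. Of Table 1, *MYBPC2* (-4.76), *ALPK3* (-3.53) and *KLHL40* (-3.27) passed with FPKM rescaled to the same sum, arrayWeights, without N1 and without N3, the first and second of these also with either other pseudocount, and *ALPK3* with the filter in at least 3 samples. Of Table 2, *COL9A1* (2.27) passed with that filter, FPKM rescaled to the same sum, quantile normalization, arrayWeights, without N1 and without T3; *SAA1* (2.80) with FPKM rescaled to the same sum, quantile normalization, either replicate block and without T10; *LAMA1* (1.36) with either other pseudocount, no filter, quantile normalization, no trend, arrayWeights, the random replicate block, without T1 and without T10; *GPR64* (1.46) with the random replicate block and without T1; *ARSI* (1.32) with either replicate block and without T10; *ELOVL2* (1.32) without T1; *COLGALT2* (1.60) without T3; and *RPL4* (1.54) without T10. *PKP2* (0.90), *EOMES* (1.04), *TOX3* (1.12), *ARHGEF5* (1.37), *LIPG* (1.32) and *EREG* (1.33) passed under none of the alternatives run, and *PKP2*, *EOMES*, *TOX3*, *LIPG* and *EREG* were lower in tumor without T3, at -0.18, -0.80, -0.24, -0.45 and -0.0063.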

Other observations

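The tests of muscle, of erythroid marrow, of marrow of every kind and of the splits for all genes past the threshold and for adjusted p were set up in advance; the other tests, on the splits for higher genes, lower genes, heme genes and marker lists, on N1 and T1, on N3 and T3, and on values listed at 0, were chosen only after the result was seen. Many of the lowest genes of Table 1 are genes of muscle fibers, and a skeletal muscle list that holds none of them had a median log2 fold change of -5.17 (camera p of 2.91e-14, fry p of 0.0740; two-sided exact permutation test, p = 0.0571, the smallest possible). Its mean log2(FPKM + 1) was 2.11 in N1, 4.50 in N3, 10.7 in N8 and 9.57 in N9, and 1.31 in T1, 0.929 in T3 and 1.26 in T10. The most abundant gene, *CKM*, was at 24.7 FPKM in N1, 452 in N3, 35044 in N8 and was listed at 0 in N9, and at 0.211 in T1, 0.257 in T3 and 0.995 in T10. The test could have come out the other way, so skeletal muscle in the non-tumor pieces, in very different amounts, is a candidate explanation for the lower expression of these genes in tumor; the median stayed between -6.94 (without N1) and -3.79 (without N8). At least 1 FPKM in a tumor sample was reached by 10 of its 17 tested genes, and 3 were also called by the authors. A loss of muscle genes in tumor bone cells themselves stays open as untested.

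As a set, the heme genes fell together with genes of blood-forming cells. The erythroid list had a median log2 fold change of -3.31 (camera p of 2.51e-11, fry p of 0.101; exact permutation p = 0.171), with a mean log2(FPKM + 1) of 0.634 in N1, 6.07 in N3, 6.53 in N8 and 3.30 in N9, and 0.448 in T1, 0.645 in T3 and 1.54 in T10; the most abundant gene, *AHSP*, was at 1.31 FPKM in N1, 1915 in N3, 3202 in N8 and 106 in N9, and at 0.560 in T1, 2.84 in T3 and 48.0 in T10. The granulocyte list was at -4.34 (camera p of 1.12e-09, fry p of 0.0917), and -2.82 without T1; the most abundant gene, *S100A12*, was at 248 FPKM in N1, 16020.5 in N3, 12966 in N8 and 562 in N9, and at 9.57 in T1, 334 in T3 and 525 in T10. The megakaryocyte list was at -1.50 (camera p of 0.00702, fry p of 0.257), with -0.83 without N8, and its camera p rose above 0.05 at -1.03 without N3 and -1.39 without T1; the most abundant gene, *TUBB1*, was at 11.5 FPKM in N1, 20.6 in N3, 33.5 in N8 and 45.8 in N9, and at 7.56 in T1, 23.9 in T3 and 20.3 in T10. The B lymphocyte list fell least, at -1.33 (camera p of 0.0328, fry p of 0.362), and its camera p rose above 0.05 at -0.64 without N3, -0.90 without N8, -1.10 without T1 and -1.27 without T3; the most abundant gene, *EBF1*, was at 11.6 FPKM in N1, 17.4 in N3, 4.46 in N8 and 9.61 in N9, and at 16.7 in T1, 17.9 in T3 and 22.3 in T10. All 4 medians fell, so less erythroid marrow in the tumor pieces, and less marrow of every kind in them, are both candidate explanations for the lower heme genes as a set. *COX10* and *NFE2L1* did not follow the erythroid list across the non-tumor samples. They were lowest in N3 (4.40 and 21.2 FPKM) and highest in N9 (34.7 and 306), while that list was at 6.07 in N3 and 3.30 in N9. For *COX10* and *NFE2L1* marrow is therefore a weaker candidate. By fry none of these 4 lists had p under 0.05, and a fall of heme synthesis within the cells stays open as untested. In the tumor samples 7 of 15 erythroid, 10 of 11 granulocyte, 5 of 6 megakaryocyte and 4 of 7 B lymphocyte genes reached 1 FPKM, and 7, 5, 3 and 2 were called by the authors.

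Of the remaining lists, the adipocyte list was at -2.43 (camera p of 0.000137, fry p of 0.0472); the most abundant gene, *PLIN4*, was at 2.46 FPKM in N1, 3.31 in N3, 52.9 in N8 and 86.6 in N9, and at 1.63 in T1, 0.0719 in T3 and 0.0216 in T10. The chondrocyte list was at 2.53 (camera p of 0.000408, fry p of 0.159), and at 1.17 without T1, where its camera p rose above 0.05; the most abundant gene, *ACAN*, was at 41.6 FPKM in N1, 10.1 in N3, 2.22 in N8 and 4.99 in N9, and at 280.1 in T1, 8.59 in T3 and 189 in T10. The osteoblast list was at 1.56 (camera p of 0.00318, fry p of 0.335), with 2.38 without N1 and 0.92 without N8, and its camera p rose above 0.05 at 1.13 without T1; the most abundant gene, *COL1A2*, was at 5931 FPKM in N1, 450.0 in N3, 46.9 in N8 and 148 in N9, and at 9139 in T1, 342 in T3 and 2285 in T10. The osteoclast list was at 0.26 (camera p of 0.664), with 0.83 without N1, 0.15 without N3, 0.72 without T3 and 1.13 without T10, and turned negative without N8 (-0.19), N9 (-0.05) or T1 (-1.09); the most abundant gene, *CTSK*, was at 1010.3 FPKM in N1, 431 in N3, 140.4 in N8 and 281 in N9, and at 2008 in T1, 322 in T3 and 498 in T10. The cell cycle list was at 0.62 (camera p of 0.0881), had camera p under 0.05 at 1.06 without N3, 0.71 without N8 and 0.69 without T3, and was 0.07 without T10 and -0.12 without N9; the most abundant gene, *CDK1*, was at 47.9 FPKM in N1, 105 in N3, 79.7 in N8 and 7.22 in N9, and at 40.4 in T1, 121 in T3 and 215 in T10. The macrophage list was at -0.57 (camera p of 0.792), with -0.09 without N3, -0.28 without N8, -0.97 without T1 and -0.28 without T10, and had camera p under 0.05 at -1.05 without N9; the most abundant gene, *CD68*, was at 140.4 FPKM in N1, 77.7 in N3, 52.5 in N8 and 17.3 in N9, and at 399.8 in T1, 50.9 in T3 and 15.5 in T10. No gene is in more than 1 of the 11 lists or named by the paper. In the tumor samples at least 1 FPKM was reached by 2 of 4 adipocyte genes and by every tested gene of the chondrocyte, osteoblast, osteoclast, cell cycle and macrophage lists, and the authors called 3 adipocyte, 1 chondrocyte, 2 osteoblast, 0 osteoclast, 0 cell cycle and 5 macrophage genes.

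Other splits of the 7 samples into 4 and 3 gave results as large as the comparison of tumor with non-tumor. Of the 35 splits, the real one included, 12 gave as many genes past the threshold, 14 as many higher genes, 9 as many lower genes, 4 a heme median as far from 0, and 10 as many marker lists with camera p under 0.05. Each is more than 1 in 20 splits, so these results are consistent with a grouping of the samples by chance. The real split has 927 genes with an unadjusted p under 0.05 and 0 with an adjusted p under 0.05, so for the adjusted p all 35 splits have as many by construction, and that count decides nothing. The split of N3, N8 and N9 against N1 and the tumor samples gave the most genes, 2583, with 321 at an adjusted p under 0.05, and N1, T1 and T10 against the rest gave 1994, with 32. The counts move with the samples in the real split too, from 319 without N8 to 1997 without N1, with 603 without T3 and 424 without T10. Higher genes fell to 187 without N8 and 279 without N9 and rose to 852 without N1; lower genes fell to 132 without N8, 189 without T3 and 126 without T10 and rose to 1145 without N1; and 4 marker lists had camera p under 0.05 without T1, where 1 gene had an adjusted p under 0.05.

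The non-tumor sample N1 was closer to the tumor T1 than to the other non-tumor samples. A lack of skeletal muscle RNA in the N1 piece is argued against as the whole cause, because the muscle list was low in all 3 tumor samples and yet no pair of them correlated above 0.787 (SD of the 3 pairs 0.0384), against 0.917 for N1 with T1. Whether a lack of marrow RNA in the N1 piece is the cause stays open: the granulocyte list had a mean log2(FPKM + 1) of 3.04 in T3 and 2.67 in T10, against 3.24 in N1 and 0.625 in T1, so the tumor pairs do not test it. Bone tissue in both pieces is a candidate explanation: the osteoblast, osteoclast and chondrocyte lists, 3 of 3, were highest in N1 and T1 of the 7 samples, with mean log2(FPKM + 1) of 7.58 and 7.46, 5.04 and 5.90, and 5.14 and 6.63. RNA of the T1 piece mixed into N1 cannot be told apart from a shared source: of the 147 genes at 20 FPKM or more in T1 and at least 8-fold over the other tumor samples, N1 reached a median of 71.9% of T1, from 31.1% at the 10th percentile to 114% at the 90th, and genes of bone cells that both pieces hold would give the same. That both pieces come from 1 dog cannot be told apart either, since the only other shared number, N3 with T3, had r of 0.742, above N3 with N9 (0.645) and below N3 with N8 (0.789). No label or value used here tells whether a sample was mislabelled.

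Genes seen in T3 alone of the tumor samples were detected in N3. Of 33 genes with at least 5 FPKM in T3 and at most 0.05 FPKM in T1 and T10, 30 reached 0.1 FPKM in N3, against 6 in N1, 8 in N8 and 9 in N9. An even spill-over between all libraries is argued against, since the most any other non-tumor sample had was 9. N3 reached a median of 7.33% of the T3 level, from 1.04% at the 10th percentile to 44.6% at the 90th, for example 12.3 against 212 FPKM for *KRT15*, which was singled out after its values were seen. In the 94 genes at 20 FPKM or more in T3 and at least 8-fold over the other tumor samples the median was 8.98% in N3, 2.06% in N1, 2.40% in N8 and 1.32% in N9; in the 26 such genes of T10 it was 12.5% in N3, 11.5% in N8 and 11.4% in N9. RNA of the T3 piece in the N3 piece or library cannot be told apart from expression that a dog or a site shares: the 30 genes may have come with T3 cells or RNA, and the design holds no second sample of either source.

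*COL1A1* was listed at 0 in T1, and the authors' tumor value of *COL1A1* and *COL1A2* is 0, while N1 had 8609.7 FPKM of *COL1A1*. A failed estimate is a candidate explanation, since *COL1A2*, the partner chain, was at 9139 FPKM in T1. Mitochondrial *COX1* and *COX3* were higher in tumor, being listed at 0 in N8 and N9 as were *MT-ATP8* and *MT-ATP6*. The lowest of the 9 other mitochondrial protein genes in N8 and N9 was at 5484 FPKM (*ND5* in N8), and in all 9 these samples were the highest of the 7, so a failed estimate in N8 and N9 is a candidate explanation for that difference. No biological explanation for these zeros was tested.

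For genes that the paper mentions without a claim of its own on their RNAseq expression, *MMP2* had a log2 fold change of 2.15 (standard error 0.92, unadjusted p = 0.0431 from limma; exact permutation p = 0.114) and passed the threshold, but not without N3 (2.19), N8 (1.57), N9 (2.10), T1 (1.42) or T10 (2.12), without the filter, or with quantile normalization (2.27). *CTGF* was at 1.18 (standard error 0.64, unadjusted p = 0.0962 from limma; exact permutation p = 0.171) and passed without N1 (1.66). *IRF8* was at -1.21 (standard error 1.01, unadjusted p = 0.263 from limma; exact permutation p = 0.457). *NKD2*, of which T1 held 99.2% of the tumor sum, was at 0.73 (standard error 1.56, unadjusted p = 0.652 from limma; exact permutation p = 0.857) and at -1.54 without T1.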
